# Developmental system drift in dorsoventral patterning is linked to transitions to autonomous development in Annelida

**DOI:** 10.1038/s41467-026-71950-7

**Published:** 2026-04-18

**Authors:** Allan M. Carrillo-Baltodano, Emmanuel Haillot, Steffanie Mutiara Meha, Imran Luqman, Artenis Pashaj, Jimena Montagne, Yun-Ju Lee, Tsai-Ming Lu, David E. K. Ferrier, Stephan Q. Schneider, José M. Martín-Durán

**Keywords:** Cell signalling, Evolutionary developmental biology, Body patterning

## Abstract

The Bone Morphogenetic Protein (BMP) pathway is the ancestral signalling system patterning the dorsoventral axis in bilaterally symmetrical animals. However, in Spiralia, a large bilaterian clade including molluscs and annelids, BMP’s axial function varies across species, obscuring the ancestral developmental role of this pathway. Here, we study four annelid species to demonstrate that BMP is ancestrally downstream of ERK1/2 and promotes dorsoventral development in Annelida. Importantly, this signalling hierarchy is lost in annelids that secondarily transitioned to a maternally controlled, unequal cleavage, with some using Activin/Nodal and others relying on BMP to establish dorsoventral polarity only in the head. Unexpectedly, this divergence implies extensive rewiring of downstream targets involved in dorsoventral patterning. Together, our data clarify BMP’s ancestral axial role in Spiralia, uncovering a potential causal link between parallel shifts toward unequal spiral cleavage and the emergence of developmental system drift, a pervasive yet poorly understood phenomenon in animal embryogenesis.

## Abstract (web summary)

Here they show that BMP signalling is the ancestral pathway that patterns the dorsoventral (DV) axis in Annelida and Spiralia. The shift to unequal cleavage involved alternative pathways for patterning the DV axis, leading to a unique case of developmental system drift.

## Introduction

More than 99% of known animals exhibit bilateral symmetry^1,2^, with their anatomies organised along two orthogonal symmetry planes referred to as the primary anteroposterior (AP) and the secondary dorsoventral (DV) axes. Remarkably, distantly related bilaterian lineages use homologous developmental signalling pathways to form their body axes^3,4^. In Deuterostomia (i.e., chordates, echinoderms, and hemichordates) and Ecdysozoa (e.g., arthropods), the Bone Morphogenetic Protein (BMP) pathway patterns the DV axis through the interplay of extracellular secreted ligands (BMP2/4) and antagonists (Chordin). This creates an intracellular morphogenetic gradient of active phosphorylated SMAD1/5/8 (pSMAD1/5/8) that accumulates in the opposite pole to the source of the antagonist, promoting dorsal structures in non-chordates and ventral structures in chordates^5^ (Fig. 1a). Notably, an opposing gradient along the secondary body axis of BMP antagonists and pSMAD1/5/8 also occurs in Cnidaria^6^, the sister group to Bilateria^2^. Therefore, an upstream role of the BMP pathway in the body symmetry and patterning of the DV axis is likely ancestral to Bilateria^2,5^ (Fig. 1a). In Spiralia (e.g. molluscs and annelids), the third major lineage of bilaterian animals^7^, the initial symmetry-breaking event and specification of the AP and DV axis ancestrally involved the Fibroblast Growth Factor receptor (FGFR) and ERK1/2 pathways^8^ (Fig. 1a). In contrast, the developmental role of the BMP signalling pathway varies dramatically across the studied spiralian species^5,9^.

**Fig. 1:**
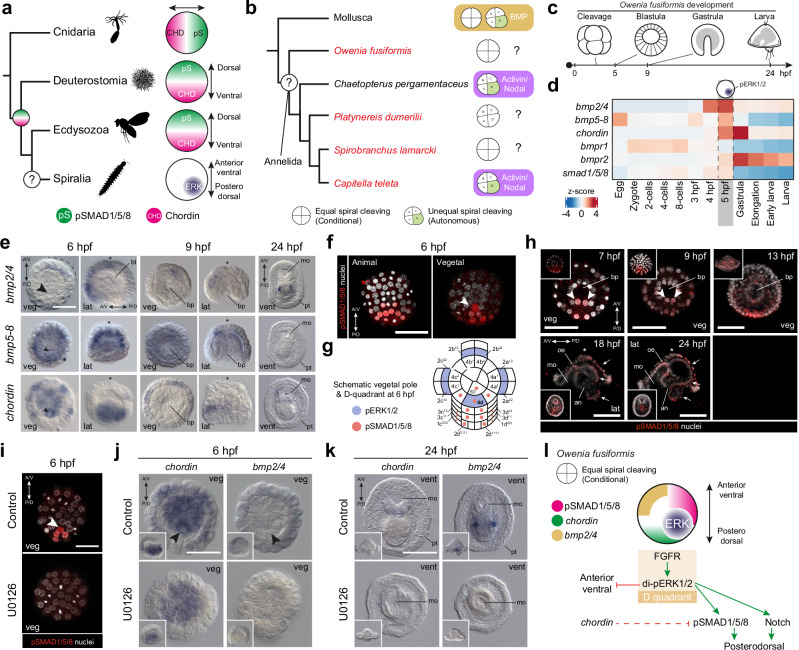
A dorsoventral gradient of pSMAD1/5/8 in the annelid *Owenia fusiformis.* **a** BMP and BMP antagonists (e.g., Chordin) establish a pSMAD1/5/8 gradient that defines the secondary axis in cnidarians and the dorsoventral (DV) axis in bilaterians. In Spiralia, one cell activated by ERK acts as an axial organiser, and BMP’s role in DV patterning is contentious. Phylopic images of *Nematostella*, sea urchin, *Drosophila* and annelid are under the CCO 1.0 public domain license. **b** In the studied annelid species, *C. teleta* and *C. pergamentaceus*, which have unequal spiral cleavage, Activin/Nodal specifies the DV axis. Whether this represents the ancestral annelid state is unclear. To solve this, we have studied four annelids (in red) with different modes of spiral cleavage. **c** Schematic diagram of *O. fusiformis*’ embryogenesis. **d** Heatmap of the relative expression of members of the BMP pathway during the development of *O. fusiformis*. **e** Whole mount in situ hybridisation of a subset (ligands and antagonist) of the BMP pathway genes in blastula (6 h post-fertilisation, hpf), gastrula (9 hpf) and larval stages (24 hpf). Dotted line in *bmp2/4* at 6 hpf indicates the area of expression. **f**, **h**,** i** Z-stack projections of embryos at 6-, 7-, 9-, 13-, 18- and 24 hpf stained against pSMAD1/5/8 (red) and nuclei (DAPI). Arrows in **h** indicate the posterodorsal pSMAD1/5/8 signal in the ectoderm and endoderm. **g** Schematic representation of the vegetal pole during the activation of pSMAD1/5/8. Cell identities follow the standard spiralian nomenclature. **j**, **k** Whole-mount in situ hybridisation of *chordin* and *bmp2/4* demonstrates that inhibition of ERK1/2 activation prevents BMP activation. **l** Schematic representation of the signalling regulatory interactions specifying the bilateral symmetry in *O. fusiformis*. Arrowheads in (**e**, **f**) and (**h**, **i**) point to the embryonic organiser cell (4d) or its subsequent daughter cells 4d^1^ and 4d^2^. An asterisk marks the animal/apical. In **e**–**l**, animal/vegetal views are with the 4d to the bottom, and lateral views are with anteroventral to the left. Scale bars are 50 µm. an anus, bl blastocoel, bp blastopore, lat lateral, mo mouth, oe oesophagus, pt prototroch, veg vegetal, vent ventral. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Drawings are not to scale. Source data are provided as a Source Data file.

Spiralia is characterised by an ancestral, stereotypical early-embryonic programme known as spiral cleavage^10,11^. In molluscs and annelids, the ancestral type of spiral cleavage that exhibits two first rounds of equal zygotic cell divisions and relies on FGFR-ERK1/2-mediated inductive interactions to specify the embryonic organiser (the so-called “equal spiral cleavage”) has independently diverged multiple times into a mode of spiral cleavage where the primary blastomere identities are defined autonomously and maternally through early asymmetric cell divisions (the so-called “unequal spiral cleavage”)^8,9^. In some molluscs, regardless of the cleavage type, BMP is downstream of ERK1/2 activity and controls DV development, sometimes promoting and sometimes repressing neurogenesis^12,13^. However, in other molluscs, BMP controls only head and anterior neural development^14^.

Surprisingly, BMP does not seem to play a role in DV patterning in annelids^15–18^. However, only species with the derived unequal mode of spiral cleavage have been studied (Fig. 1b). Moreover, a complex pattern of gene loss characterises the evolutionary history of *chordin* in annelids^19^. Accordingly, related signalling pathways, such as Activin/Nodal, and lineage-specific signalling interactions pattern the annelid DV axis^15–17,20^. To complicate things further, brachiopods, a spiralian lineage that has lost the ancestral spiral cleavage^10^, exhibit a Deuterostomia- and Ecdysozoa-like condition, where BMP signalling controls DV patterning, and FGFR participates in late stages of mesoderm development^21–23^. Therefore, the ancestral role of the BMP signalling pathway remains contentious in Spiralia, preventing a fundamental understanding of how dorsoventral patterning occurs and has evolved in a major bilaterian lineage representing nearly half of the animal kingdom.

Here, we apply a phylum-wide comparative approach to resolve the role of the BMP and Activin/Nodal signalling pathways in Annelida. By studying two distantly related annelids with the ancestral equal spiral cleavage, *Owenia fusiformis* and *Spirobranchus lamarcki*, we demonstrate that ERK1/2 activates BMP signalling on the prospective dorsal side of the embryo, which is required to activate downstream genes involved in the development of dorsoposterior structures. This is similar to what has been described in molluscs with equal and unequal cleavage^12,13,24^ and likely represents the ancestral condition for Annelida and Spiralia. However, the annelid *Platynereis dumerilii*, a species with the derived unequal spiral cleavage, deploys an axial patterning role of the BMP pathway preferentially in the head region. Notably, this is unlike other annelids with unequal development, such as *Capitella teleta* and *Chaetopterus pergamentaceus*, which use Activin/Nodal instead^16,17,20^. In *P. dumerilii*, Activin/Nodal does not affect DV polarity. Still, it contributes to the normal development of DV structures in *O. fusiformis*, albeit through regulating different downstream genes than the BMP signalling. Altogether, our findings clarify the ancestral axial role of the BMP pathway in Annelida and Spiralia, further supporting the deep evolutionary conservation of body-patterning mechanisms across spiralian taxa with ancestral equal spiral cleavage and a conditional mode of specifying the cell lineage that forms the embryonic organiser (the so-called D quadrant). Importantly, parallel independent transitions into unequal development and autonomous specification of the D quadrant co-occurred with developmental system drift (DSD) in DV patterning in Annelida, uncovering a unique and tractable system to explore the evolutionary forces and developmental mechanisms underpinning DSD, a widespread yet poorly understood phenomenon in evolutionary developmental biology.

## Results

### A dorsoventral gradient of pSMAD1/5/8 in O. fusiformis

To elucidate the role of BMP signalling in *O. fusiformis*, an early-branching annelid that develops via the ancestral equal spiral cleavage mode, we first looked at the expression dynamics of the core components of this pathway during embryogenesis (Fig. 1c–e). The expression of the ligands *bmp2/4* and *bmp5-8* peaks at 5 h post fertilisation (hpf) when the axial organising cell —the 4d blastomere— gets specified (Fig. 1d). At 5 and 6 hpf, *bmp2/4* is expressed on the anterior region of the embryo, overlapping anteriorly with the broad vegetal expression of the antagonist *chordin*^19^, whose expression peaks with gastrulation (Fig. 1d, e). At that stage (9 hpf), *bmp2/4*, *bmp5-8*, and *chordin* seem to be restricted to non-overlapping, staggered expression domains in the presumptive anteroventral ectoderm of the embryo (based on the position of 4d and its progeny), with *chordin* expressed more vegetally and *bmp5-8* closer to the animal pole (Fig. 1e). However, by the larval stage (24 hpf), *chordin* and *bmp2/4* are expressed in separate areas, surrounding the mouth and just beneath the hindgut, respectively (Fig. 1e). Unlike the extracellular signalling players, the two BMP receptors^25^, *bmpr1* and *bmpr2*, and the secondary messenger *smad1/5/8* are ubiquitously expressed in the blastula and gastrula stages (Supplementary Fig. 1a), suggesting that most, if not all, cells could respond to BMP signalling during axial patterning despite the localised expression of the ligands and antagonists in *O. fusiformis*.

To identify the region with active BMP signalling during axial patterning in *O. fusiformis*, we next localised the activation of pSMAD1/5/8 with a cross-reactive antibody (Fig. 1f–h; Supplementary Fig. 1d). pSMAD1/5/8 is not detected at 5 hpf during the specification of the embryonic organiser^8^, but immediately after, at 6 hpf, in the organiser and cells of the dorsoposterior region extending from the animal to the vegetal pole (Fig. 1f, g). This pattern remains as gastrulation proceeds, with pSMAD1/5/8 remaining enriched in the progeny of the embryonic organiser, the dorsoposterior half of the embryo, as well as the larval dorsal gut and ectoderm, the posterior foregut and oesophagus (Fig. 1h). Notably, active pSMAD1/5/8 at the blastula and gastrula stages occurs on the opposite side to the area of expression of *bmp2/4*, *bmp5-8*, and *chordin* (Fig. 1e). Thus, there is a gradient of pSMAD1/5/8 activity along the DV axis in the embryos of *O. fusiformis*, which, as in other bilaterians and cnidarians^5,26^, might emerge from the shuttling of BMP ligands by antagonists from the ventral—where the two signalling molecules are co-expressed—to the dorsal side.

Given that the first signs of pSMAD1/5/8 activity occur after the FGFR-ERK1/2-mediated signalling event defining the bilateral symmetry of the embryo^8^, we hypothesised that ERK1/2 activity could control the activation of pSMAD1/5/8 on the presumptive dorsoposterior side. To test this, we first examined the protein domain composition of pSMAD1/5/8 to identify ERK1/2-mediated phosphorylation sites, and then treated embryos with U0126, a specific inhibitor of ERK1/2 activation that prevents the specification of the axial embryonic organiser^8^. In vertebrates, ERK regulates SMAD1 by phosphorylating residues in the linker region between the two MAD domains^27–29^. However, these residues are conserved only across vertebrates and, to a certain extent, in invertebrate deuterostomes (Supplementary Fig. 1b, c). Treatment with U0126 from 4 to 6 hpf completely blocked activation of pSMAD1/5/8 (Fig. 1i; Supplementary Table 1), downregulating the expression of *bmp2/4* and *chordin* at the gastrula and larval stages, resulting in a radialised phenotype (Fig. 1j, k; Supplementary Table 2). Interestingly, *bmp5-8* is not downregulated at the blastula stages after pERK1/2 inhibition^8^. Therefore, FGFR-ERK1/2 establishes the bilateral symmetry in *O. fusiformis* embryos by regulating BMP signalling and the activation of pSMAD1/5/8 in the prospective dorsoposterior side, as also observed in some molluscs^12,13,24^ (Fig. 1l). Notably, the fact that ERK1/2 is only active in the 4d cell whereas pSMAD1/5/8 is broadly enriched in the dorsoposterior side suggests that the regulatory interaction between ERK1/2 and SMAD1/5/8 is, at least partially, indirect, perhaps by modulating *chordin* expression or through the Notch-Delta pathway, a direct downstream of ERK1/2 whose impairment affects dorsoposterior development^8^.

### BMP signalling specifies the DV axis in O. fusiformis

To investigate the role of the pSMAD1/5/8 DV gradient in axial patterning, we altered the BMP pathway by exposing *O. fusiformis* embryos with the specific BMP receptor inhibitor dorsomorphin homologue 1 (DMH1) and recombinant zebrafish BMP4 (rBMP4) from 4 to 6 hpf at different concentrations (Fig. 2a, b; Supplementary Fig. 2a, b and Supplementary Tables 4–6). Compared to the control condition, most (77%) larvae of 20 µM DMH1-exposed embryos lacked the posterodorsally located chaetal sac but had a well-formed gut (Fig. 2c, d; Supplementary Tables 4–6). Conversely, most (86%) larvae of embryos treated with rBMP4 had an almost radial-like morphology, with only one gut opening surrounded by multiple ectopic chaetal sacs (Fig. 2c, d; Supplementary Tables 4–6). Both treatments dysregulated pSMAD1/5/8 levels but not the specification of the embryonic organiser (as observed by the presence of the large 4d cell), with DMH1 exposure leading to a complete inhibition of SMAD1/5/8 (although we cannot exclude remaining non-detectable but biologically-relevant levels of pSMAD1/5/8) and rBMP4 activating pSMAD1/5/8 in all embryonic cells, as expected by the ubiquitous expression of the receptor (Fig. 2e; Supplementary Fig. 1a and Supplementary Tables 1, 3). Consistent with the morphological phenotypes, DMH1 treatment resulted in the expansion of the oral ectodermal marker *gsc*^8,23^, the loss of the dorsal markers *Notch-like* and *BAMBI*^8^, but not the expression of the hindgut marker *cdx*, indicating the larvae have an AP axis but lack DV polarity (Fig. 2f, g; Supplementary Tables 5, 7, 8). However, rBMP treatment resulted in the loss of *gsc* expression (but not of *cdx*, which tends to localise slightly asymmetrically on one side) and the expansion of *Notch-like* and *BAMBI* (Fig. 2f–g; Supplementary Tables 5, 7, 8). Therefore, BMP signalling establishes a gradient of pSMAD1/5/8 activity that is necessary and sufficient to pattern the dorsoventral axis in *O. fusiformis* and to ensure a coordinated development of bilateral symmetry in these embryos, perhaps by determining the cells in the D quadrant that will contribute to axial elongation along the primary axis^30^.

**Fig. 2:**
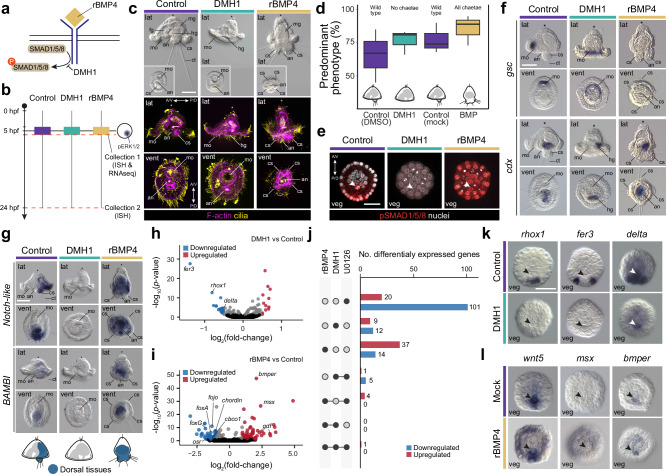
BMP controls a dorsoposterior gene regulatory network in *O. fusiformis.* **a** Simplified schematic of the BMP pathway and mode of action of DMH1 and recombinant BMP4 (rBMP4). **b** Schematic representation of the experimental design for the treatment windows and sample collections. **c** Differential interference contrast and z-stack projections of control and DMH1/rBMP4 larvae treated from 4 to 6 hpf. Insets in the first row are ventral views. Cilia (yellow) are labelled with tubulin, and F-actin (magenta) is labelled with phalloidin. **d** Median percentage of predominant phenotypes for each treatment. DMSO- and mock-control larvae have wild-type morphology. DMH1 has a reduced dorsoposterior region (i.e., no chaetae), while rBMP4-treated larvae have ectopic dorsoposterior tissue. **e** Z-stack projections of blastula (6 hpf) treated with control and DMH1/rBMP4 and stained with pSMAD1/5/8. Box plots representing the lower and upper quartiles, whiskers the minimum and maximum values (*n* = 3, per treatment). **f**,** g** Whole-mount in situ hybridisation of control and DMH1/rBMP4 larvae treated from 4 to 6 hpf for anterior (*gsc*), posterior (*cdx*) and the dorsal markers *notch-like* and *BAMBI*. **h**, **i** Volcano plots (two-sided Wald test) showing differentially expressed genes after DMH1 and rBMP4 treatment at the blastula stage (6 hpf), treated from 4 to 6 hpf. **j** Number of differentially expressed genes in the different treatments, compared with the changes in gene expression at 5.5 hpf observed after ERK1/2 inhibition. Full circles connected with a line indicated shared differentially expressed genes. **k**, **l** Validation via whole-mount in situ hybridisation of genes downregulated with DMH1 and upregulated with rBMP4 at the blastula stage (6 hpf). In all panels, the arrowheads point to the 4D organiser, and asterisks mark the animal/apical pole. Lateral views are with anteroventral to the left, ventral and apical views are with anteroventral to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. an anus, bp blastopore, ch chaetae, cs chaetal sac, fg foregut, lat lateral, mo mouth, pt prototroch, vent ventral, veg vegetal. Drawings are not to scale. Source data are provided as a Source Data file.

To dissect the gene regulatory network controlled by BMP signalling, we performed comparative bulk transcriptomic profiling between control, DMH1, and rBMP4-treated embryos at the onset of pSMAD1/5/8 activation at 6 hpf (Fig. 2b; Supplementary Fig. 3a, b). 

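Blastulae of *O. fusiformis* were collected at 6 hpf and sequenced as 2 replicate mRNA libraries per condition. DMH1, a chemical inhibitor of BMP signalling, was applied at 20 µM from 4 to 6 hpf, and its control embryos were kept in 0.2% DMSO, the solvent. Recombinant BMP4 (rBMP4), a ligand of the pathway, was applied over the same hours and compared with mock-treated embryos. The dose of rBMP4 is 1000 ng/µl in the paper's methods and figure legends and 1000 ng/ml in its supplementary tables. The stock solution named in the methods is less concentrated than 1000 ng/µl, which argues against that unit for the working dose. The authors trimmed the reads with FastP and assigned them with Kallisto to the transcripts of the *O. fusiformis* annotation. Kallisto divides reads that fit several isoforms between them, and the authors deposited its estimated counts per transcript without normalization. The estimated counts summed to 19313165 and 22730006 in the 0.2% DMSO libraries and to 59916462 and 51004775 in the DMH1 libraries. In the mock libraries they summed to 26135752 and 23025285, and in the rBMP4 libraries to 17515582 and 22589392. The DMH1 libraries therefore held on average 2.64 times the counts of their controls, and the rBMP4 libraries 0.816 times.

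The DMH1 libraries list 31978 transcripts and the others 31979, and the 31977 transcripts they share, from 27040 genes, were analysed. Of these genes, 13.5% have more than a single transcript. Estimated counts were rounded to whole numbers, transcripts with low counts were removed by edgeR's filter, and library sizes were adjusted with TMM normalization. The 4 libraries of DMH1 and 0.2% DMSO were fitted alone. The mock and rBMP4 libraries were fitted together with those of rActivin A, SB431542 and 0.4% DMSO, 10 libraries in all, because the paper's tables share their base means across these comparisons and not with DMH1. A transcript was called when edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p below 0.05 and the log2 fold change was at least 0.5 for DMH1 and 1 for rBMP4 in either direction. These minimums are the smallest changes in the paper's tables, and the paper's text names none. Where a transcript had no count in a group, its fold change is given as a lower bound against a floor of 3 counts over the group, which covers counting error only. The table that pairs identifiers with names of BMP pathway genes is the Source Data of Fig. 1d, and other transcripts are given by identifier.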

Differential expression analyses uncovered 12 upregulated and 19 downregulated genes after DMH1 treatment and 68 upregulated and 53 downregulated genes after rBMP4 (Fig. 2h, i; Supplementary Tables 9–13). This difference in the number of differentially expressed genes is consistent with the broader impact of rBMP4 on the embryo, which enriches pSMAD1/5/8 across all quadrants (Fig. 2e), and with the fact that samples were collected at 6 hpf, the onset of BMP signalling and, therefore, when only the earliest response genes might be active. 

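After DMH1, 627 of the 23345 transcripts tested were called, 289 higher and 338 lower than in 0.2% DMSO. They came from 616 genes, and the smallest adjusted p in the comparison was 0.0448 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p below 0.05 was reached by 6160 transcripts. The number of calls moved widely with single libraries. It was 3216 without 0.2% DMSO replicate 1 and 2717 without 0.2% DMSO replicate 2. Without DMH1 replicate 1 or DMH1 replicate 2, edgeR called 0 transcripts, although 2806 and 2770 had an unadjusted p below 0.05. DESeq2 called 3025 transcripts on all 4 libraries. Of the 6 BMP pathway genes of Fig. 1d, none passed the adjusted p of 0.05 over all transcripts tested with edgeR, and 1 passed when adjusted over the list alone. This was *bmpr2* (OFUSG26337.1), with a log2 fold change of −0.52 (adjusted p = 0.0661 over all transcripts and 0.0259 over the list). DESeq2 gave it an adjusted p of 0.00260 over all transcripts and edgeR on all 14 libraries 0.00425, and without either DMH1 replicate edgeR gave 0.422 and 0.448. OFUSG13111.2 had no count in 0.2% DMSO and 1278 and 1713 counts after DMH1, at least 400-fold higher, but the summed counts of all transcripts of its gene did not follow (log2 fold change −0.21). OFUSG14953.2 had 198 and 552 counts in 0.2% DMSO and none after DMH1, at least 615-fold lower, and the sum over its gene fell by 1.16 on the log2 scale.

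After rBMP4, 170 of 23432 transcripts, from 166 genes, were called, 92 higher and 78 lower than in mock-treated embryos, and 1594 had an unadjusted p below 0.05. Leaving out any of the 4 mock and rBMP4 libraries lowered the number of calls, to between 95 without mock replicate 1 and 108 without mock replicate 2. The 76 transcripts called in all 4 of these fits were 44.7% of the calls. Leaving out rActivin A replicate 1 or 2 from the joint fit raised the number to 237 and 232. DESeq2 called 269 transcripts. OFUSG26877.1 had no count in mock-treated embryos and 123 and 146 counts after rBMP4, at least 108-fold higher (adjusted p = 0.0261), and the sum over its gene rose by 3.81 on the log2 scale. OFUSG23809.1 had 69 and 80 counts in mock-treated embryos and none after rBMP4, at least 42.0-fold lower (adjusted p = 0.0194), while the sum over its gene hardly moved (log2 fold change −0.02). Neither of these calls held when any of the 4 libraries was left out.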

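The fold-change minimums of the 2 comparisons differ, so both were also set to a common value. With a minimum of 1, the calls after DMH1 numbered 363, and with a minimum of 0.5 the calls after rBMP4 numbered 242. Every library was also thinned to the depth of rActivin A replicate 2, the smallest of the 14. This gave 1102 calls after DMH1 and 155 after rBMP4. In a single fit of all 14 libraries with a minimum of 1, DMH1 gave 1249 calls and rBMP4 119. More transcripts were called after DMH1 than after rBMP4 in each of these settings. In that fit of all 14 libraries, the 2 DMSO control groups differed from each other by 1215 transcripts. A difference of the DMH1 and 0.2% DMSO libraries beyond the inhibitor cannot be told apart from an effect of DMH1. The best weighted sum of these libraries also missed the base means of the paper's DMH1 tables by a median of 19.2%. With the replicate number as a block, edgeR made 0 calls after DMH1 and 136 after rBMP4. This does not show a turned order, because the block takes up 1 of the 2 residual degrees of freedom of the DMH1 fit. Replicate numbers also carried no pairing. The order is likewise left open without either DMH1 replicate, where the spread came from the 0.2% DMSO replicates alone.

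Of the 21802 transcripts tested in both comparisons, 4 were called in the same direction after both treatments, against 2.27 expected by chance. Only OFUSG21113.1 was called in opposite directions, against 2.29 expected. It was chosen after its values were seen. It had 2.72 and 1.27 CPM in 0.2% DMSO and none after DMH1, and its log2 fold change after rBMP4 was 4.31 (standard error 0.581, adjusted p = 0.00919 from edgeR's quasi-likelihood test). Without 0.2% DMSO replicate 2, 28 transcripts were called in opposite directions and 25 in the same direction, and without 0.2% DMSO replicate 1 these numbers were 8 and 12. DESeq2 called 22 in opposite directions and 21 in the same direction. With edgeR, 0 were called in opposite directions without either DMH1 replicate, mock replicate 1 or rBMP4 replicate 2. Across transcripts, which are not independent replicates, the log2 fold changes of the 2 treatments had a Pearson r of −0.00622. For its larger list after rBMP4 than after DMH1, the paper proposes that it fits with 2 circumstances. The ligand enriches pSMAD1/5/8 in all quadrants of the embryo (Fig. 2e), and the embryos were collected at the onset of BMP signalling, when the earliest response genes might be the only ones active.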

Notably, five of the nine downregulated genes after DMH1 treatment are also downregulated after inhibition of ERK1/2 di-phosphorylation^8^, including *rhox1*, *fer3*, and *delta* (Fig. 2j–k; Supplementary Table 14). Unlike the first two, whose expression entirely depends on normal BMP signalling, *delta* remains expressed in the embryonic organiser, suggesting that, as hypothesised above, pSMAD1/5/8 activity mediates Notch/Delta signalling on the dorsal side but not in the 4d cell. Consistent with the morphological phenotype, rBMP4 treatment downregulates genes involved in anteroventral fates, such as *chordin*, *odd-skipped related* (*osr*) and *foxG* (Supplementary Fig. 3c, d, f) and expands genes localised in the embryonic organiser and other dorsoposterior blastomeres, such as *wnt5*, *msx*, and *bmper* (*crossveinless*) (Fig. 2l; Supplementary Table 15). 

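Expression of *chordin* (OFUSG13105.1) was 407 ± 34.9 CPM (SD, n = 2) after rBMP4 and 909 ± 4.96 CPM (SD, n = 2) in mock-treated embryos, a log2 fold change of −1.15 (standard error 0.0813, adjusted p = 0.000252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of these 4 libraries left out in turn, it stayed between −1.25 and −1.07. The ligand gene *bmp2/4* (OFUSG12159.1) fell further, from 79.1 ± 0.568 CPM (SD, n = 2) to 19.4 ± 3.48 CPM (SD, n = 2). Its log2 fold change was −2.02 (standard error 0.118, adjusted p = 8.5e-05 from the same test) and ranged from −2.22 to −1.85 over the same libraries left out. For both genes the difference between conditions was larger than the spread between replicates.

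The receptor gene *bmpr2* (OFUSG26337.1) rose from 62.7 ± 0.305 to 97.2 ± 9.06 CPM (SD, n = 2 each). Its log2 fold change of 0.64 had an adjusted p of 0.00884 but lay under the minimum of 1. The adjusted p rose to between 0.0795 and 0.113 when mock replicate 1, mock replicate 2 or rBMP4 replicate 1 was left out. With edgeR, no difference passed the adjusted p of 0.05 for *smad1/5/8* (OFUSG02732.1, log2 fold change 0.39, adjusted p = 0.142), *bmp5-8* (OFUSG23310.1, 0.17, adjusted p = 0.919) or *bmpr1* (OFUSG18180.1, 0.03, adjusted p = 1). For *smad1/5/8* the adjusted p was 0.00176 with DESeq2 and 0.0267 on counts summed per gene, and lay between 0.0543 and 0.722 under the other alternatives. Of these 6 genes, 4 passed when adjusted over the list alone and 3 when adjusted over all transcripts tested. The identifiers of *osr*, *foxG*, *wnt5*, *msx* and *bmper* are not paired with names in the tables used here, and these genes were not analysed here.

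**Figure D1:**
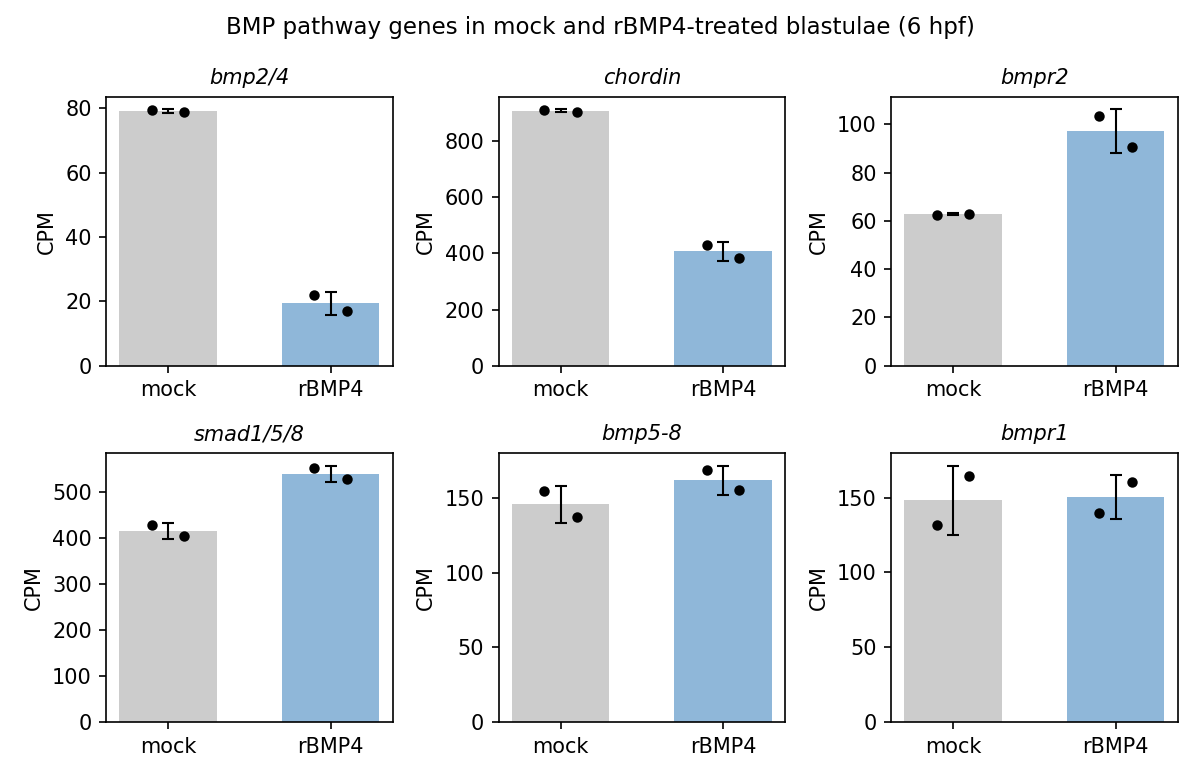
Expression of 6 BMP pathway genes in mock-treated (grey) and rBMP4-treated (blue) blastulae at 6 hpf, in CPM (counts scaled to the library size). Bars show the mean of 2 libraries, error bars the SD and points the libraries. Both rBMP4 libraries lie below both mock libraries for *bmp2/4* and *chordin* and above them for *bmpr2*, *smad1/5/8* and, by a small margin, *bmp5-8*, and the points of *bmpr1* overlap.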

Altogether, our data demonstrate that BMP signalling is required to activate dorsoposterior genes and sustain Notch/Delta activity while repressing anteroventral fates during axial patterning in *O. fusiformis*.

### BMP signalling affects neurogenesis in O. fusiformis

Associated with its role in setting up the DV axis, BMP signalling inhibits neural fates in vertebrates and arthropods^3,4^. Whether this also occurs in spiralians remains unclear^31^. In *O. fusiformis*, GO terms related to neural development are enriched after disturbing BMP signalling during axial patterning (Supplementary Fig. 3e, f). To further investigate the interplay between BMP signalling and neural development in this annelid, we analyse the expression of the pan-neural genes *elav1* and *synaptotagmin1* (*syt1*)^32,33^ and the conserved anterior neural marker *six3/6*, as well as the localisation of the neuropeptide RYamide^32,34–36^ (Fig. 3). The nervous system of the *O. fusiformis* larva consists of a neuropeptide-rich apical organ connected bilaterally to a neurite ring that surrounds, and presumably controls, the movement of the primary ciliary band, the prototroch^32,33,37^ (Fig. 3a). After DMH1 treatment (4 to 6 hpf), larvae lacked expression of *syt1*, *elav1* and *six3/6* in the apical organ (Fig. 3b, c; Supplementary Table 16). However, there were RYamidergic neurons in the apical organ, although the nervous system around the prototroch was disorganised and less developed (Fig. 3b; Supplementary Table 17). Paradoxically, rBMP4 treatment did not result in a lack of neural structures, as expected if BMP signalling had an anti-neural role, as in vertebrates and arthropods. Instead, *elav1*, *syt1* and *six3/6* were expressed in the apical pole of rBMP4-treated larvae, which exhibited fewer RYamidergic neurons (Fig. 3c, e; Supplementary Tables 16, 17). Therefore, even though it is difficult to discern whether the defects in the larval nervous system are a direct consequence of dysregulating BMP signalling or a result of the overall loss of axial identities after DMH1 and rBMP4 treatments, our data support a neural-related role of the BMP signalling pathway by modulating neuronal genes in addition to its axial patterning function in *O. fusiformis*.

**Fig. 3:**
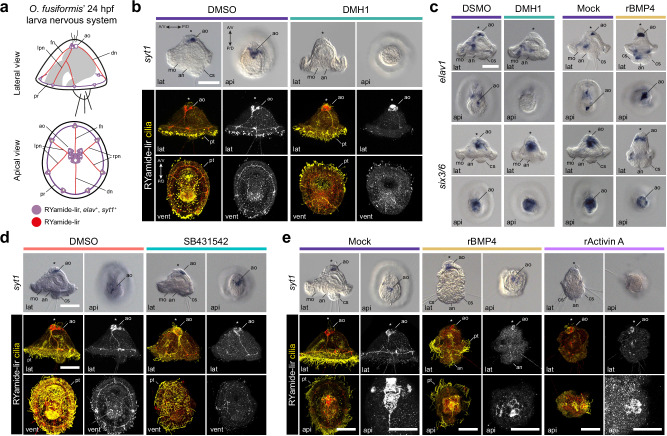
The role of BMP and Activin/Nodal in neural specification in *O. fusiformis.* **a** Schematic diagram of the larval nervous system at 24 hpf in *O. fusiformis*. **b** Whole mount in situ hybridisation of the neuronal marker *syt1* (top) and z-stack projections of RYamide immunoreactivity in control and treated larvae developed from embryos treated from 4 to 6 hpf with DMH1. **c** Whole-mount in situ hybridisation of the neural markers *elav1* and *six3/6* in control and treated larvae developed from embryos treated from 4 to 6 hpf with DMH1 and rBMP4. **d**–**e** Whole mount in situ hybridisation of the neuronal marker *syt1* (top) and z-stack projections of RYamide immunoreactivity in control and treated larvae developed from embryos treated from 4 to 6 hpf with the Activin/Nodal inhibitor SB431542 (**d**) and overactivated with rBMP4 and rActivin A (**e**). In all panels, the asterisks mark the apical pole. Lateral views are with anteroventral to the left, ventral and apical views are with anteroventral to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. an anus, ao apical organ, api apical, at apical tuft, ch chatae, cs chaetal sac, dn dorsal nerve, fn frontal nerve, lat lateral, lpn left peripheral nerve, mg midgut, mo mouth, pr prototrochal ring, pt prototroch, rpn right peripheral nerve, vent ventral. Drawings are not to scale.

### The role of ERK1/2 and BMP signalling in DV patterning is conserved in Annelida

The role of ERK1/2 and BMP signalling in setting the axial polarity in *O. fusiformis* markedly differs from the condition described in annelids with unequal spiral cleavage, such as *Chaetopterus pergamentaceus* and *Capitella teleta*, which use Activin/Nodal to set their DV axes^16,17,20^. To assess whether the axial patterning mechanisms found in *O. fusiformis* are conserved in other annelids with a similar equal mode of spiral cleavage, we investigated the annelid *Spirobranchus lamarcki*^38^, a member of Serpulidae that is more closely related to *C. teleta* and *Helobdella robusta*. After spiral cleavage and gastrulation, the embryos of *S. lamarcki* develop into a typical trochophore larva with an anterior episphere (i.e., head) and a posterior hyposphere (i.e., trunk) separated by two ciliary bands, the prototroch and the metatroch^39^ (Fig. 4a). In these larvae, the anus is not terminal but opens slightly dorsally at the end of the hyposphere (Fig. 4b). Similar to *O. fusiformis* and another serpulid, *Hydroides exogonus*^40^, the embryos of *S. lamarcki* have a single cell enriched with dp-ERK1/2, which we deemed the 4d micromere (Fig. 4a). Enrichment in a single cell continues as the embryo undergoes gastrulation, suggesting that, as in *O. fusiformis*, the specification of the 4d cell creates a cell division asymmetry^8^ (Fig. 4c). Likewise, as in *O. fusiformis*, pSMAD1/5/8 is asymmetrically enriched in the 4d cell, and one side of the embryo (the putative dorsoposterior side) at 6 hpf in the embryos of *S. lamarcki*, and this asymmetric localisation continues during the early stages of gastrulation (Fig. 4c). Interestingly, *S. lamarcki*, as *O. fusiformis*, but unlike other unequal spiral cleaving annelids, has retained a *chordin* ortholog in its genome. Therefore, distantly related annelids and molluscs with equal spiral cleavage appear to use homologous signalling pathways to define their axial patterning.

**Fig. 4:**
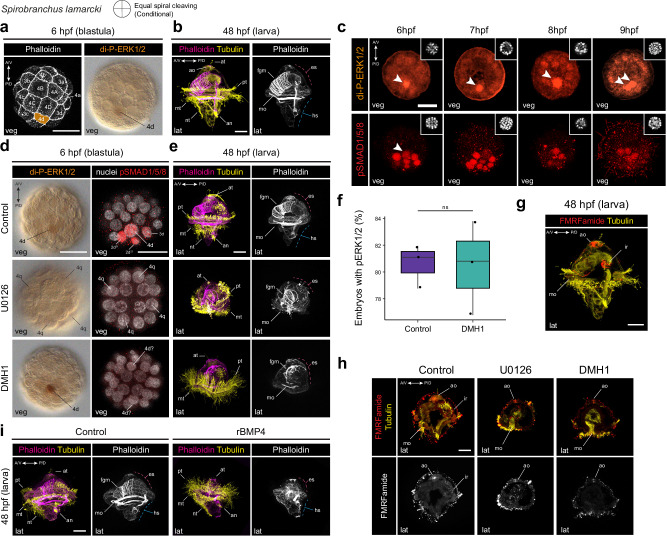
The role of ERK1/2 and BMP signalling in the annelid with equal spiral cleavage *Spirobranchus lamarcki.* **a** Z-stack projections and Differential Interference Contrast (DIC) of blastula (6 hpf) with cell membranes labelled with phalloidin (left) and anti-dp-ERK1/2 (right), which localises in the putative 4d cell. **b** Z-stack projections of a 48 hpf larva. Cilia (yellow) are labelled with tubulin, and F-actin (magenta/white) is labelled with phalloidin. **c** Z-stack projections of 6–9 hpf embryos stained against pERK1/2 and pSMAD1/5/8. The arrowhead points to the 4D cell and its putative descendants. **d** DIC images of control and U0126/DMH1-treated blastula (6 hpf) stained with dp-ERK1/2 and z-stack projections of control and U0126/DMH1-treated blastula (6 hpf) stained with DAPI (white) and pSMAD1/5/8 (red). **e** Z-stack projections of 48 hpf larvae developed from control and U0126/DMH1-treated embryos. Cilia (yellow) are labelled with tubulin, and F-actin (magenta/white) is labelled with phalloidin. **f** Boxplot showing the median percentage of embryos with pERK1/2 enrichment in the 4d in control (*n* = 3) and DMH1-treated (*n* = 3) embryos. There is not a statistically significant difference (*p*-value = 0.8323; Mantel-Haenszel chi-squared test with continuity correction). Boxplots representing the lower and upper quartiles, whiskers the minimum and maximum values. **g**, **h** Z-stack projections of wild-type (**g**) and control/treated (**h**) 48 hpf larvae labelled with FMRFamide (red) and tubulin (yellow) showing the presence of a dorsal neurosecretory ring of FMRFamide^+^ cells around the gut in the episphere in wild-type and control larvae that disappears after ERK1/2 and BMP inhibition. **i** Z-stack projections of 48 hpf larvae developed from control and rBMP4-treated embryos. Cilia (yellow) are labelled with tubulin, and F-actin (magenta/white) is labelled with phalloidin. Lateral views are with anteroventral to the left, ventral and apical views are with anteroventral to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 25 µm. an anus, ao apical organ, at apical tuft, es episphere, fgm foregut muscle, hs hyposphere, lat lateral, mo mouth, pt prototroch, mt metatroch, nt neurotroch, tt telotroch, veg vegetal. Source data are provided as a Source Data file.

To further investigate the axial roles of the ERK1/2 and BMP signalling pathways in *S. lamarcki*, we treated embryos with U0126 (an ERK1/2 inhibitor), DMH1 (a BMP inhibitor), and rBMP4 (a BMP agonist) (Supplementary Fig. 4a–c). Treatment with U0126 blocked ERK1/2 and SMAD1/5/8 activation in *S. lamarcki* (Fig. 4d; Supplementary Tables 18, 19). However, the inhibition of the BMP signalling with DMH1 did not statistically affect the dpERK1/2 activation and the specification of the 4d organiser (Fig. 4d, f; Supplementary Tables 19, 20). In both cases, the inhibition of ERK1/2 and BMP signalling resulted in the loss of the hyposphere and the anus at 48 hpf, with DMH1-treated larvae exhibiting more marked anteroposterior elongation than those developing after inhibition of ERK1/2 (Fig. 4e; Supplementary Table 21). Notably, a bundle of FMRFamide-positive neurosecretory cells encircling the gut and located opposite to the mouth in the episphere (the putative dorsal side) disappeared after U0126 and DMH1 treatment (Fig. 4g, h), indicating that the axial patterning phenotypes are not solely restricted to the hyposphere but affect the larval body broadly. Treatment with rBMP4 led, however, to larvae with only a slightly reduced episphere, lacking a mouth and foregut muscles but presenting a dorsal anus and a ventral neurotroch (Fig. 4i; Supplementary Table 21). Accordingly, rBMP4 treatment did not result in ectopic pSMAD1/5/8 activation, even at high concentrations (Supplementary Fig. 4c; Supplementary Table 22), indicating species-specific sensitivities of the BMP receptor to its ligand in annelids. Therefore, ERK1/2 signalling establishes the bilateral polarity in *S. lamarcki*. Although a role in patterning the epi- and hyposphere cannot be completely ruled out, our findings are consistent with a role of the BMP pathway in patterning the DV axis in *S. lamarcki*, as in *O. fusiformis*, thereby indicating an ancestral role of this pathway in dorsoventral patterning in Annelida. Future analyses of gene expression of axial polarity markers will further clarify the precise axial functions of these signalling pathways.

### BMP signalling patterns the larval head along the DV axis in P. dumerilii

The ancestral role of BMP signalling in DV patterning suggests that the use of Activin/Nodal in DV specification evolved convergently in *Capitella teleta* and *Chaetopterus pergamentaceus*. To assess whether this represents a recurring feature among other annelids with unequal development, we investigated the role of BMP signalling in *P. dumerilii*, a well-established model annelid belonging to Errantia^41^, the sister clade to the group comprising *S. lamarcki* and *C. teleta* (Fig. 1b). Although BMP influences DV patterning in the 2-day-old larva in *P. dumerilii*^15^, it remains unclear whether this signalling is essential for DV polarity during embryogenesis. As in other annelids with unequal cleavage, the two larger animal micromeres at the 8-cell stage—1c and 1d—give rise to the dorsal head region, while the two smaller micromeres—1a and 1b—contribute to the ventral head region in *P. dumerilii*^42–44^ (Fig. 5a). In subsequent cell divisions, the largest macromere 1D generates two uniquely large blastomeres—2d and 4d—which demarcate the dorsal side of the trunk at an early developmental stage before eventually forming most of the larval trunk ecto- and mesoderm, respectively (Fig. 5a).

**Fig. 5:**
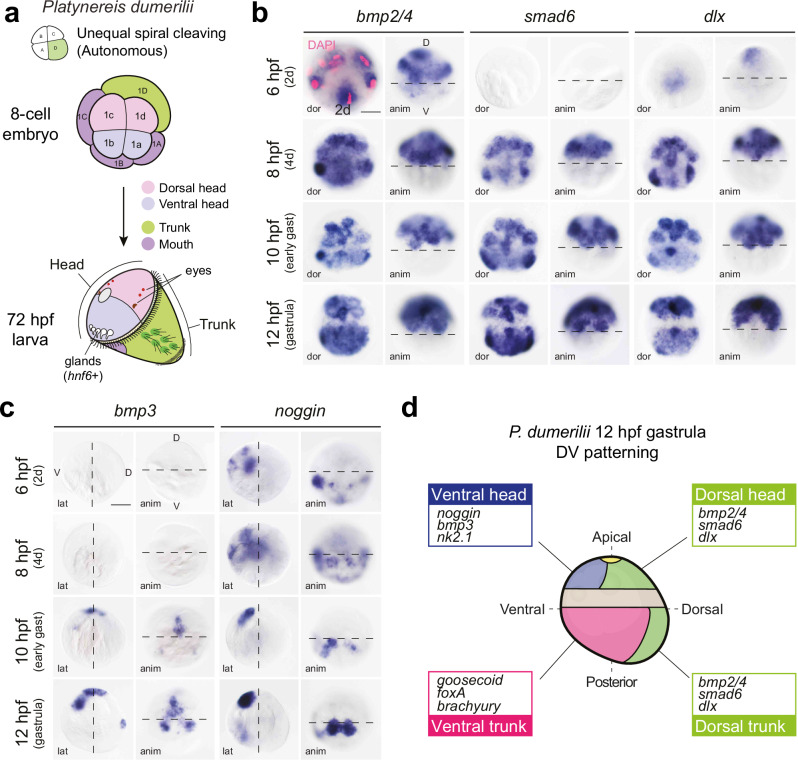
The dorsoventral embryonic patterning in *P. dumerilii.* **a** Diagram showing the origin of the dorsoventral structures from the 8-cell-stage embryo and their simplified fate map in the 72 hpf larva (see text for details). Three pairs of dorsal eyes and five ventral *hnf6*+ gland cells are shown. **b**, **c** Whole mount in situ hybridisation of the dorsoventral markers *bmp2/4*, *smad6*, *dlx*, *bmp3* and *noggin* at 6, 8, 10 and 12 hpf embryos. Dotted lines indicate the division between dorsal and ventral territories in lateral and animal/vegetal views. **d** Diagram of dorsoventral marker genes, and *goosecoid*, *foxA*, and *brachyury* expression domains in a 12 hpf gastrula stage. A ciliary ring (the prototroch; grey) separates the anterior head and the posterior trunk. See Supplementary Fig. 5 for additional expression data of dorsoventral marker genes. In all panels, lateral views are with ventral to the left and animal/vegetal views are with dorsal to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. anim animal, D dorsal, dor dorsal, lat lateral, V ventral. Drawings are not to scale.

We therefore analysed the expression of core BMP pathway components and dorsoventral markers during cleavage (6 and 8 hpf, when the 2d and 4d blastomeres form, respectively), gastrulation (10 and 12 hpf, early and late gastrula, respectively), organogensis (18 hpf) and larval stages (24, 48, and 72 hpf, which correspond to early and late trochophore and nectochaete larva, respectively)^43,45^. Our expression profile analysis reveals that the genes *bmp2/4*, *smad6* (a putative BMP signalling antagonist^46^), and *dlx* (an alternative readout of BMP signalling^47^ given the lack of crossreactivity for the pSMAD1/5/8 antibody in *P. dumerilii*) start to be expressed from 6 to 8 hpf in dorsal cell lineages of the head and trunk. At these stages, *bmp2/4*, *smad6*, and *dlx* are only expressed in the 1c and 1d progeny (but not in the dorsal prototroch lineages) and later only in the progeny of 2d, including 2d^1^, 2d^2^, 2d^12^, and 2d^112^, as well as their progeny (Fig. 5b; Supplementary Fig. 5a, c). On the opposite side, the BMP antagonists *noggin* and *bmp3* are expressed ventrally in both the head and trunk (Fig. 5c; Supplementary Fig. 5b, d). Starting at 6 hpf, *noggin* is expressed in the 1a and 1b progeny in the head region (1a^1^ and 1b^1^, then 1a^11^ and 1b^11^, etc.), which correspond to the ventral cephaloblasts, and also in the trunk region in three blastomeres, most likely 2a, 2b and 2c. *Bmp3* is initially expressed at 10 hpf in 1n^111^ cells, and at 12 hpf in some progeny of 1a^112^ and 1b^112^, the ventral cephaloblasts. Their expression patterns correspond to those of known ventral head (e.g., *nk2.1*, *hnf6*) and trunk markers (e.g., *gsc*, *foxA*, and *bra*) (Supplementary Fig. 5e–f). As in *O. fusiformis*, *bmp5-8* shows an early ubiquitous expression that concentrates more on the dorsal side of the larva as development progresses (Supplementary Fig. 5g). Therefore, the expression of *bmp2/4* and putative BMP target genes on the dorsal side, in contrast to the ventral expression of genes encoding BMP antagonists (Fig. 5d), strongly suggests that the BMP pathway could play a role in DV axis specification during the unequal spiral cleavage in *P. dumerilii*.

To investigate this hypothesis, we first inhibited and overactivated BMP signalling by continuous treatment with DMH1 and rBMP4, respectively, from 2 hpf (Supplementary Fig. 6; Supplementary Table 23). DMH1 treatment induced the ventralisation of *P. dumerilii* larvae at 72 hpf, which lacked both larval and adult eyes, the dorsoanterior ciliary band, and the nephroblasts (Fig. 6a). These ventralised larvae exhibited radialisation of gland cells expressing *hnf6*, a gene usually restricted to the ventral region in wild-type larvae (Fig. 6b). To refine the temporal window of BMP signalling activity essential for DV patterning, we conducted staggered DMH1 treatments between 2 and 12 hpf. This revealed a critical period of BMP signalling activity around 6 hpf, when the embryo consists of ~16 cells (Fig. 6c). Indeed, inhibition of the BMP signalling from 4 to 8 hpf (8 to ~66-cell stages) led to larvae with ventralised heads, as in continuous DMH1 treatment (Fig. 6d, e; Supplementary Table 23). The ventralisation induced by BMP signalling inhibition could already be observed at 12 hpf, with the loss of dorsal markers, including *bmp2/4*, *smad6*, and *dlx*, and the ectopic expression of ventral head genes such as *noggin*, *bmp3*, and *nk2.1* throughout the entire head region (Fig. 6f, g). Nephroblasts and the akrotroch (a dorsal circlet of cilia in the head), originally formed from a pair of large cells in the dorsal head^44,48,49^, also disappeared, as revealed by the absence of expression of *fzCRD1* and *tektin2*, respectively (Supplementary Fig. 7a, b).

**Fig. 6:**
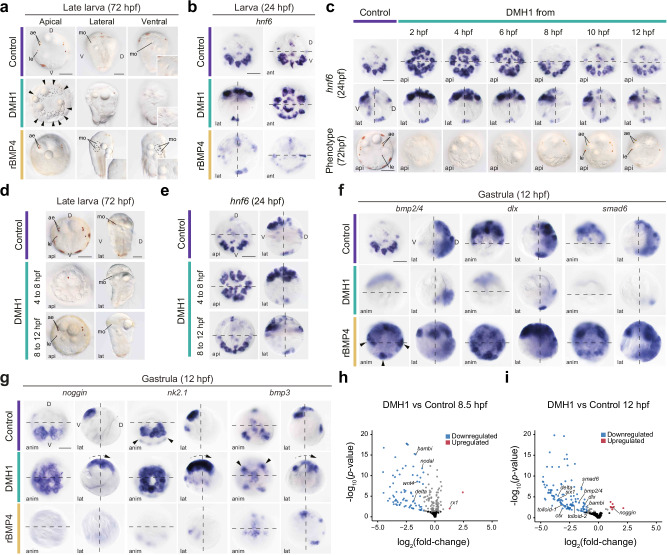
BMP controls the dorsoposterior axis of the head in *P. dumerilii.* **a** Differential Interference Contrast (DIC) image of control, DMH1, and rBMP4-treated 72 hpf larvae. Arrowheads point to the radialisation of the gland cells (dashed) after DMH1 treatment. Dashed circles show ectopic mouths after rBMP4 treatment. **b** Whole mount in situ hybridisation of the ventral marker *hnf6* in control, DMH1, and rBMP4-treated 24 hpf larvae. **c** Whole mount in situ hybridisation of *hnf6* at 24 hpf (two top rows) and Differential Interference Contrast (DIC) images at 72 hpf (bottom row) in controls (first column) and different windows of treatments with DMH1. **d**, **e** DIC images (**d**) and whole mount in situ hybridisation (**e**) of *hnf6* in control and DMH1-treated in windows that result in an abnormal dorsoventral axis (4 to 8 hpf treatment) and wild-type phenotype (8 to 12 hpf treatment). **f**, **g** Whole mount in situ hybridisation of dorsal (*bmp2/4*, *dlx* and *smad6*; **f**) and ventral (*noggin*, *nk2.1* and *bmp3*; **g**) markers in control, DMH1, and rBMP4-treated 12 hpf gastrulae, respectively. **h**, **i** Volcano plots (two-sided Wald test) depicting differentially expressed genes at 8.5 and 12 hpf in DMH1 vs control embryos treated from 4 to 8 hpf. In (**a**–**g**), dorsal is to the top in apical views, ventral to the left in lateral views and anterior to the top in ventral views. Animal views in (**f**, **g**) are at the level of the progeny of the first quartet micromeres, with the 1c/1d to the top. Dotted lines separate the dorsal and ventral hemispheres. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. ae adult eyes, anim animal, api apical, D dorsal, lat lateral, le larval eyes, mo mouth, V ventral. Source data are provided as a Source Data file.

In contrast with the DMH1 treatment, rBMP4 exposure induced the incomplete dorsalisation of larvae at 72 hpf, which lost the ventral gland cells in 24 and 72 hpf (Fig. 6d, e; Supplementary Table 23), and did not express ventral markers (*noggin* and *nk2.1*). In addition, overactivation of the BMP signalling led to the ectopic expression of dorsal genes (*bmp2/4*, *dlx*, and *smad6*) into the ventral head territory at 12 hpf (Fig. 6f, g). Unexpectedly, both DMH1 and rBMP4-treated larvae showed only mild phenotypes in the trunk region. BMP signalling inhibition resulted in a slightly bent trunk at 72 hpf (Fig. 6a, d), reminiscent of the phenotype observed in *C. teleta* after BMP inhibition^17,50^. The trunk expression of dorsal markers in the 2d (*bmp2/4*, *dlx*, *smad6*) and 4d progeny (*brachyury*) was also reduced (Fig. 6f; Supplementary Fig. 7c), while the ventral trunk markers *foxA* and *goosecoid* showed a dorsal expansion in DMH1-treated 12 hpf embryos (Supplementary Fig. 7c). Ectopic BMP activation affected the patterning of the trunk even less, except for *goosecoid* expression and the alteration of the stomodaeum anlage (Fig. 6a; Supplementary Fig. 7d). Altogether, our findings demonstrate that BMP signalling is essential for DV patterning during early spiral cleavage in *P. dumerilii*. However, the head and trunk respond differently to this morphogen, with BMP signalling required to specify dorsal cell lineages in the head, but signs of dorsoventral patterning remain visible in the trunk after inhibiting this pathway.

To capture the early and late transcriptional responses induced by BMP signalling during head DV patterning, we performed comparative bulk transcriptomics analysis of control and DMH1-treated embryos (from 4 to 8 hpf) at four developmental time points (8.5, 12, 18, and 24 hpf) (Supplementary Fig. 7e, f; Supplementary Tables 24–31). At 8.5 and 12 hpf, genes orthologous to the vertebrate BMP synexpression group^51^, including *vent, bambi, smad6*, *dlx, tbx3*, and *id4*, as well as transcription factors like *hes-related* factors, *hmx3*, and *bsh*, and similar to *O. fusiformis*, the ligand *delta* were amongst the significantly downregulated genes in DMH1-treated embryos (Fig. 6h; Supplementary Tables 24, 26). In contrast, ventral genes such as *nk2.1*, *noggin* and *bmp3*, which expand their expression after DMH1 treatment (Fig. 6g), were significantly upregulated at these time points (Supplementary Tables 25, 27), supporting the notion that in the absence of BMP signalling, the head ventralisation is the default state for the ‘dorsal’ micromeres.

Notably, genes like *smad6, dlx, bambi, tbx3*, and *vent* were downregulated in both embryonic and larval stages, while *nk2.1* was upregulated (Fig. 6h, i; Supplementary Fig. 7g, h and Supplementary Tables 24–31). The fact that the antagonist *smad6* is a downstream target of BMP signalling suggests the existence of autoregulatory feedback loops that might help restrict the pathway activity to the dorsal head progenitors. Remarkably, only *delta* and *dlx* were shared downregulated genes between the early DMH1-treated embryos of *O. fusiformis* (6 hpf) and *P. dumerilii* (8.5 hpf). In the later larval stages, genes such as *bsh, gcm, six1*, *vsx2*, and *gata1/2/*3 were amongst the significantly downregulated genes, whereas *hnf6* and *ptf1* were among the upregulated genes (Supplementary Fig. 7g, h; Supplementary Tables 28–31), supporting their roles in the development of the dorsal and ventral head features, like the dorsoanterior brain region and the ventral gland cells, respectively. Therefore, our results demonstrate that a short early BMP signalling event is sufficient to establish a transcriptional DV asymmetry in the head of the *P. dumerilii* embryo. However, the transcriptional response after BMP signalling in *P. dumerilii* differs considerably from that observed in *O. fusiformis*, at least in its initial stages.

### The 2d blastomere is the head DV organiser in P. dumerilii

In the unequal cleaver annelid *C. teleta*, the 2d cell functions as a head axial organiser^16,17,52^. Given the strong expression of *bmp2/4* in the 2d cell (Fig. 5b) during the critical timing of BMP signalling, we hypothesised that a BMP-mediated signal from this cell could induce the BMP-mediated DV patterning of the head. To test this, we obtained batches of embryos at various cleavage stages and ablated a single D quadrant blastomere from each. In particular, we targeted the 2d cell, as well as its progenitor, the 1D blastomere, its sister cell, the 2D blastomere, and its early progeny, the 3d and 4d cells (Fig. 7a). As expected, only the ablation of the 2d cell and its progenitor phenocopied the DV patterning and differentiation defects observed in the head observed in DMH1-treated embryos (Fig. 6a, b; Fig. 7b, c and Supplementary Table 32). 2d-ablated embryos exhibit an epi- and hyposphere separated by a prototroch. However, 2d ablation impaired axial elongation, unlike after 2d, 3d, or 4d cell ablation (Fig. 7b). In 2d-deleted embryos, the expression of the dorsal markers *bmp2/4*, *dlx*, and *smad6* was abolished, whereas the ventral markers *noggin*, *bmp3*, and *nk2.1* expanded dorsally in the head (Fig. 7d, e). The ablation of the 2d cell also abolished the expression of *bmp2/4*, *dlx*, and *smad6* in the trunk (Fig. 7d), suggesting that the dorsal trunk domain expressing these genes derives directly from the 2d cell.

**Fig. 7:**
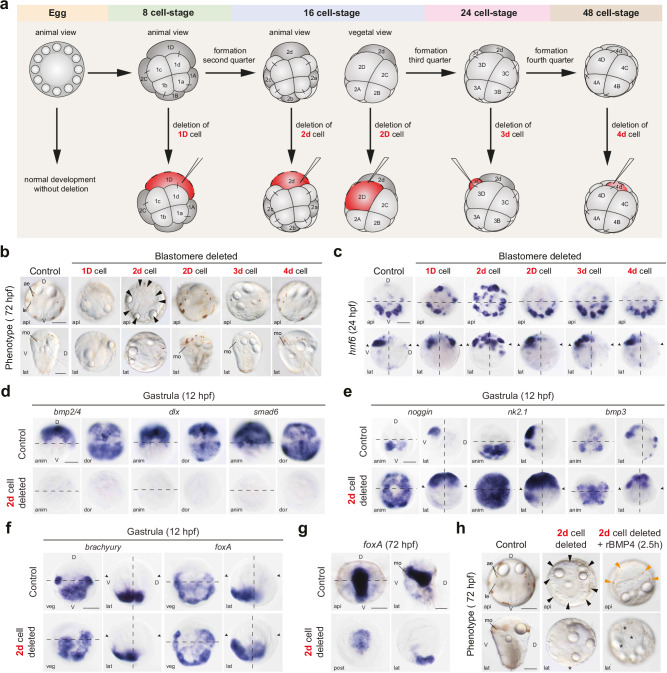
2d functions as the head embryonic organiser in *P. dumerilii.* **a** Diagram of the blastomere ablations (red) at different cleavage stages. Ablated cells (1D is the precursor cell of 2d and 2D; 2D will bud off 3D and 4D) are indicated in red. **b** Differential Interference Contrast (DIC) images of 72 hpf larvae resulting from the blastomere ablations. Note the absence of bilateral eyes and the radialisation of the larval glands (arrowheads) in comparison with controls. **c** Whole mount in situ hybridisation of *hnf6* in larvae (24 hpf) after blastomere ablations. **d**–**f** Whole mount in situ hybridisation of dorsoventral markers in controls and embryos after 2d-cell ablations in 12 hpf embryos. Ablation of the 2d cell phenocopies DMH1 treatments (compare to Fig. 6f–g). **g** Whole mount in situ hybridisation of *foxA* in larvae (72 hpf) after 2d ablation. **h** DIC images of larvae rescued with rBMP4 after the ablation of the 2d cell. At 72 hpf, larvae after 2d cell deletion exhibit the radialisation of gland cells (black arrowheads) and loss of eyes. Rescue with rBMP4 results in a reduction of gland cells and the retention of two pairs of adult eyes (orange arrowheads). In (**b**–**h**), dorsal is to the top in apical/animal views, and ventral to the left in lateral views. Black arrowheads in (**c**, **e**, **f**) indicate the approximate position of the developing prototroch. Dotted lines separate the dorsal and ventral hemispheres. We show representatives of at least two independent experiments. Scale bars are 50 µm. ae adult eyes, anim animal, api apical, D dorsal, lat lateral, le larval eyes, mo mouth, V ventral.

However, while the expression of *brachyury* and *foxA* was mostly retained in the 2d deleted embryo at 12 hpf, *foxA* expression and mouth position were strongly affected in the 2d deleted 72 hpf larvae (Fig. 7f, g). Notably, exposure to rBMP4 protein partially rescued the ventralised phenotype after 2d ablation (Fig. 7h). Therefore, in the early embryo of *P. dumerilli*, the 2d cell, expressing *bmp2/4* from 6 hpf, acts as an embryonic organiser responsible for the DV patterning of the head. This organiser, via BMP signalling, activates the expression of dorsal head genes, including *bmp2/4* itself, and restricts ventral head genes such as *noggin* or *bmp3* in the ventral head region. After differentiation, these two regions along the DV axis will give rise to gland cells on the ventral side, and adult and larval eyes on the dorsal side of the larval head (Supplementary Fig. 7i).

### Activin/Nodal affects dorsoposterior development in O. fusiformis

The transition to a DV specification relying on Activin/Nodal signalling in some annelids with unequal spiral cleavage raises the question of the ancestral role of this pathway in annelids. To address this, we first explored the Activin/Nodal pathway in *O. fusiformis*. This annelid has three Activin/Nodal/inhibin ligands—*inhibin-like 4*, *inhibin-like 5*, and *Nodal*—and two activin receptors—*ACVR1* and *ACVR2*^25^. While *inhibin* ligands are mainly expressed in late development, *Nodal* expression peaks at 5 hpf, when it is strongly detected in the gastral plate, including the embryonic organiser (Fig. 8a, b). With gastrulation, *Nodal* becomes expressed solely in the embryonic organiser (Fig. 8b). At these stages, the *ACVR2* receptor and the secondary messenger *smad2/3* are weakly but ubiquitously expressed (Fig. 8b).

**Fig. 8:**
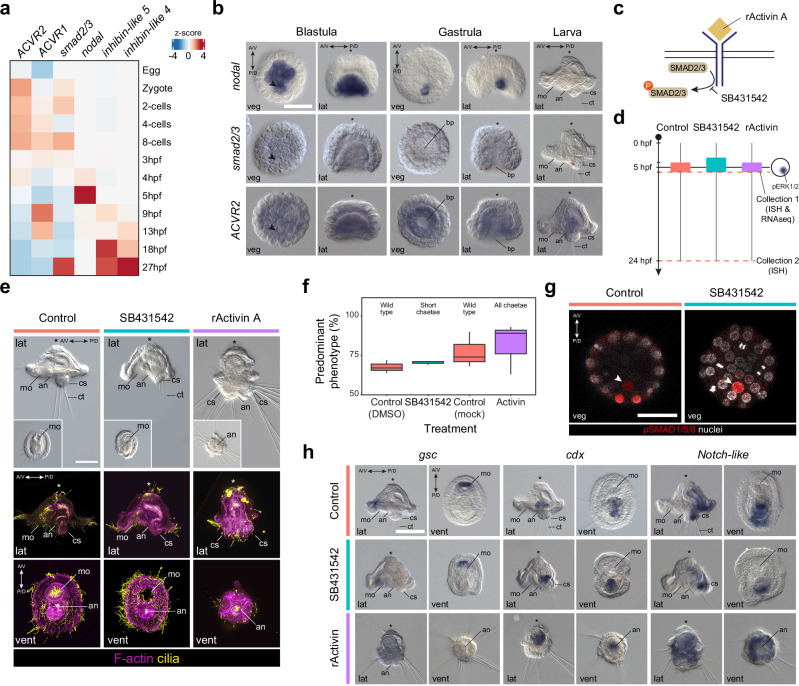
Activin/Nodal plays a role in dorsoposterior specification in *O. fusiformis* independently of pSMAD1/5/8. **a** Heatmap indicating the relative expression of core components of the Activin/Nodal pathway during the development of *O. fusiformis*. **b** Whole mount in situ hybridisation of the ligand *nodal*, secondary messenger *smad2/*3, and the activin receptor *ACVR2* in blastula (6 hpf), gastrula (9 hpf), and larval stages (24 hpf). **c** Simplified schematic of the Activin/Nodal pathway and mode of action of SB431542 and recombinant Activin A (rActivin A). **d** Schematic representation of the experimental design for the treatment windows and sample collections. **e** Differential interference contrast (top) and z-stack projections of control and treated larvae developed from embryos treated with SB431542 (3 to 6 hpf) and rActivin A (4 to 6 hpf). Insets in the first row are ventral views. Cilia (yellow) are labelled with tubulin, and F-actin (magenta) is labelled with phalloidin. **f** Box plots indicating the median percentage of embryos exhibiting the described phenotypes for each treatment. DMSO- and mock-control larvae have wild-type morphology. SB431542-treated larvae have a mild reduction of the dorsoposterior region, and rActivin-treated larvae have ectopic dorsoposterior tissue. Box plots representing the lower and upper quartiles, whiskers the minimum and maximum values (*n* = 3, per treatment). **g** Z-stack projections of blastula (6 hpf) treated with control and SB431542/rActivin A stained against pSMAD1/5/8. **h** Whole-mount in situ hybridisation of anterior (*gsc*) and posterior (*cdx*) marker genes in control and treated larvae developed from SB431542 and rActivin A-treated embryos. In all panels, the arrowheads point to the 4d organiser, and the asterisks mark the animal/apical pole. Lateral views are with anteroventral to the left, ventral and apical views are with anteroventral to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. an anus, bp blastopore, ch chatae, cs chaetal sac, lat lateral, mo mouth, pt prototroch, veg vegetal, vent ventral. Source data are provided as a Source Data file.

To uncover the role of Activin/Nodal signalling, we treated embryos of *O. fusiformis* with the specific Nodal inhibitor SB431542 and recombinant Activin-A at the time of axial patterning (Fig. 8c, d; Supplementary Fig. 2c, d; Supplementary Tables 3–8). Treatment with SB431542 resulted in smaller larvae (70%) with a smaller chaetal sac and shorter chaetae (Fig. 8e, f), which is mildly reminiscent of the effects of BMP signalling inhibition (Fig. 2c). However, SB431542 prevented neither the formation of the organiser nor the activation of pSMAD1/5/8 (Fig. 8g; Supplementary Table 3), and the treated larvae retained a normal expression of oral and hindgut markers, as well as expression (albeit reduced) of the dorsal marker *Notch-like* (Fig. 8h) and the neuronal gene *syt1* (Fig. 3d). Interestingly, after rActivin A treatment, larvae phenocopied the rBMP4-treated larvae, exhibiting ectopic chaetal sacs and loss of *gsc* expression (Fig. 3e; Fig. 8e, h and Supplementary Table 4–8), but not widespread activation of pSMAD1/5/8 (Supplementary Fig. 2d). Therefore, Activin/Nodal is unnecessary to establish the initial DV pattern in *O. fusiformis*. Still, it seems to contribute to its subsequent development, as evidenced by phenotypic similarities following ectopic activation of Activin/Nodal and BMP signalling.

To discern if the effect of Activin/Nodal on DV development relies on similar genes downstream of BMP signalling, we performed comparative transcriptomic profiling of control and SB431542 and rActivin A-treated embryos (Supplementary Fig. 8a, b). 

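Activin/Nodal signalling was tested with SB431542, a chemical inhibitor, at 40 µM from 3 to 6 hpf, against embryos in 0.4% DMSO over the same hours. Recombinant Activin A (rActivin A), a ligand of this pathway, was applied from 4 to 6 hpf and compared with the mock-treated embryos that also served as controls for rBMP4. Its dose is 75 ng/µl in the methods and figure legends and 75 ng/ml in the supplementary tables. Each condition had 2 replicate libraries, processed by the authors as described for rBMP4 and deposited as estimated counts per transcript. These summed to 20813815 and 16316525 in 0.4% DMSO and to 17791394 and 22732933 after SB431542, 1.09 times the control on average. After rActivin A they summed to 16955201 and 9416790, or 0.536 times the mock libraries on average. The smaller rActivin A library, replicate 2, had counts on 22246 transcripts, against 25417 in replicate 1 and 26433 or more in the mock and rBMP4 libraries. Its mean fragment length, taken from the lengths and effective lengths in the files, was 313 bases, against 360 bases in replicate 1.

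Both comparisons came from the joint fit of 5 groups and were called with the same thresholds as rBMP4. The fit had 5 residual degrees of freedom for the spread between replicates, against 2 for the fit of DMH1. On simulated counts with 200 transcripts changed 4-fold, edgeR recovered 82.0% of them for SB431542 with 7 false calls and 79.0% for rActivin A with 6 false calls. The changed transcripts were drawn from those above a minimum mean count. The recovery therefore does not cover transcripts with low counts or changes smaller than 4-fold.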

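After SB431542, 86 transcripts from 84 genes were called, 23 higher and 63 lower than in 0.4% DMSO, and 1685 had an unadjusted p below 0.05. DESeq2 called 196, and edgeR called 40 in a fit of all 14 libraries. The number of calls fell to 56 without SB431542 replicate 2 and lay between 60 and 65 with another of the 4 libraries of the comparison left out. Of the calls, 34 (39.5%) held with each of the 4 libraries left out. OFUSG07415.1 had no count in 0.4% DMSO and 47 and 52 counts after SB431542, at least 30.2-fold higher (adjusted p = 0.00398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sum over its gene did not rise (log2 fold change −0.24). OFUSG24245.1 had 63 and 45 counts in 0.4% DMSO and none after SB431542, at least 39.5-fold lower (adjusted p = 0.0190). The sum over its gene changed by −0.22 on the log2 scale, and the call was lost with any of these 4 libraries left out. OFUSG26269.1 had 23.9 ± 2.65 CPM (SD, n = 2) in 0.4% DMSO and 4.59 ± 0.695 CPM (SD, n = 2) after SB431542, a log2 fold change of −2.38 (standard error 0.179, adjusted p = 0.000776) that stayed between −2.54 and −2.23 with each of them left out.

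None of the 6 BMP pathway genes passed the adjusted p of 0.05 over all transcripts tested with edgeR. Adjusted over the list alone, 3 passed. These were *bmp2/4* (OFUSG12159.1, log2 fold change 0.41), *smad1/5/8* (OFUSG02732.1, 0.33) and *chordin* (OFUSG13105.1, −0.32). DESeq2 gave *chordin* an adjusted p of 0.00475 and *smad1/5/8* 0.0323 over all transcripts, where edgeR gave 0.211 and 0.309.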

We found 27 upregulated and 41 downregulated genes in SB431542-treated embryos compared to the controls, which were primarily enriched for GO term categories involved in development and body patterning (Supplementary Fig. 8e; Supplementary Tables 9, 33, 34). Surprisingly, SB431542 and DMH1-treated embryos did not share any downstream genes despite leading to comparable (but weaker in SB431542) phenotypes in the larvae (Supplementary Fig. 8c; Supplementary Tables 9–11).

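OFUSG09752.2 was the only transcript called in the same direction after DMH1 and SB431542, and chance gives 1.23. Its log2 fold change was 2.06 (standard error 0.166, adjusted p = 0.0448) after DMH1 and 1.06 (standard error 0.110, adjusted p = 0.00459) after SB431542. In opposite directions, OFUSG07842.1 was the only transcript called, against 1.10 by chance, with log2 fold changes of 2.16 after DMH1 and −3.08 after SB431542. Both were named after their values were seen. Without 0.2% DMSO replicate 2, 33 transcripts were shared in the same direction and 3 in opposite directions. Without 0.2% DMSO replicate 1 these numbers were 4 and 9, and with DESeq2 on all libraries 23 and 14. With edgeR and without either DMH1 replicate, 0 were shared. Across transcripts, the log2 fold changes after the 2 inhibitors had a Pearson r of 0.0172. Tested as sets after SB431542, neither the transcripts called higher after DMH1 nor those called lower passed the adjusted p (0.408 and 0.159 among 10 set tests with limma's camera). The median log2 fold change of the lower set was −0.04.

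The difference between the 2 effects was tested in a fit of all 14 libraries, as the change after SB431542 minus the change after DMH1. It was called for 477 of 24859 transcripts, 257 above 0 and 220 below. Of these, 315 were also called after DMH1 and 31 after SB431542. The number fell to 80 without SB431542 replicate 1, 93 without 0.4% DMSO replicate 2, 129 and 127 without DMH1 replicates 1 and 2, and 148 without SB431542 replicate 2, and it rose to 819 without 0.2% DMSO replicate 1.

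**Figure D2:**
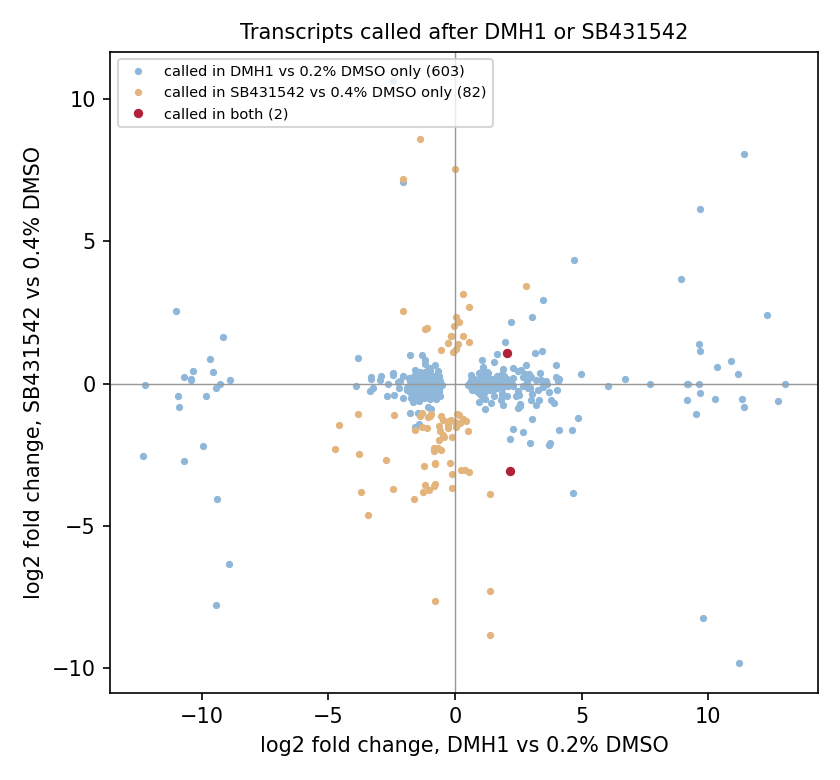
Log2 fold changes after DMH1 against 0.2% DMSO (horizontal axis) and after SB431542 against 0.4% DMSO (vertical axis) of transcripts tested in both and called in at least 1 of them. Blue points are the 603 called only after DMH1, orange points the 82 called only after SB431542, and red points the 2 called in both. Most blue points lie near 0 on the vertical axis.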

Amongst the downstream genes, we focused on the three transcription factors with a known developmental role: *otx*, expressed in precursors of the ciliary band and later the gut^23^; *hb*, expressed in the gastral plate and endoderm; and *prospero*, expressed in the ectoderm and oesophagus (Supplementary Fig. 8d, f). In all cases, their expression was dramatically downregulated in the blastula after SB431542 treatment (Supplementary Fig. 8g; Supplementary Table 11). 

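After rActivin A, 3178 transcripts from 3083 genes were called, 1318 higher and 1860 lower than in mock-treated embryos, and 9803 had an unadjusted p below 0.05. Without a fold-change minimum, 6856 transcripts passed the adjusted p, the largest change over the alternatives. The number of calls was 1705 without mock replicate 2 and 2037 without mock replicate 1. It was 3271 without the smaller library, rActivin A replicate 2, and 4111 without rActivin A replicate 1. The 1262 transcripts called in all 4 of these fits were 39.7% of the calls. At the depth of the smallest library, 2804 transcripts were called. Against the 0.4% DMSO libraries in place of the mock libraries, 2761 were called, and the mock and 0.4% DMSO libraries, both control groups, differed from each other by 3543 transcripts in the fit of all 14 libraries.

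OFUSG13111.2 had no count in the mock libraries and 433 and 182 counts after rActivin A, at least 358-fold higher (adjusted p = 0.00102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the sum over its gene rose by 0.32 on the log2 scale. OFUSG13429.1 had 897 and 971 counts in the mock libraries and none after rActivin A, at least 344-fold lower (adjusted p = 1.6e-05), and the sum over its gene fell by 0.93. Among the BMP pathway genes, *chordin* (OFUSG13105.1) changed by −2.03 on the log2 scale (standard error 0.0838, adjusted p = 1.1e-05) and *bmp2/4* (OFUSG12159.1) by −1.32 (standard error 0.117, adjusted p = 0.000224). Smaller changes passed the adjusted p for *bmpr2* (OFUSG26337.1, 0.46, adjusted p = 0.00551) and *bmp5-8* (OFUSG23310.1, −0.34, adjusted p = 0.0230). The adjusted p of *bmp5-8* was 0.152 without mock replicate 1 and 0.100 without rActivin A replicate 2. Of the 6 genes, 5 passed when adjusted over the list alone and 4 over all transcripts tested.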

Unlike SB431542, treatment with rActivin A led to many differentially expressed genes enriched for developmental GO terms, including genes expressed in the apical organ (e.g., *six3/6* and *rx1*) and internalised cells (e.g., *zag1*) (Supplementary Fig. 9a–c; Supplementary Table 12). However, only a small fraction of differentially expressed genes (~3%) were shared with those affected by rBMP4 treatment (Supplementary Fig. 9d; Supplementary Tables 36, 37). This included five downregulated (*osr*, *foxG*, *foxA*, *fojo*, and *cbc1*) and two upregulated (*wnt5* and *msx*) genes (Supplementary Fig. 9e–g; Supplementary Table 11). 

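Of the transcripts called after rActivin A, 3.12% were also called in the same direction after rBMP4. These 99 transcripts, 36 higher and 63 lower after both, were 58.2% of the calls after rBMP4, the shorter list. Chance would give 11.4, and 2 transcripts were called in opposite directions against 11.7 by chance. Fisher's exact test gave p = 1.4e-21 for the transcripts higher after both and p = 2.4e-55 for those lower after both, over transcripts that are not independent replicates. Without rBMP4 replicate 1, rBMP4 replicate 2 or mock replicate 1, the shared transcripts numbered 60, 55 and 62. Without a fold-change minimum they numbered 196.

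Both comparisons use the same 2 mock libraries, which by itself makes their fold changes alike. In 20 simulations of unchanged treated groups against these libraries, the log2 fold changes of the pair of comparisons had a mean Pearson r of 0.466 (range 0.442 to 0.487), above the r of 0.272 in the data. These simulations made next to no calls and bear on the correlation only. Against the 0.4% DMSO libraries, which rBMP4 does not share, 93 of the rBMP4 calls were also called after rActivin A in the same direction and 5 in the opposite direction. The identifiers of *osr*, *foxG*, *foxA*, *fojo*, *cbc1*, *wnt5* and *msx* are not paired with names in the tables used here.

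**Figure D3:**
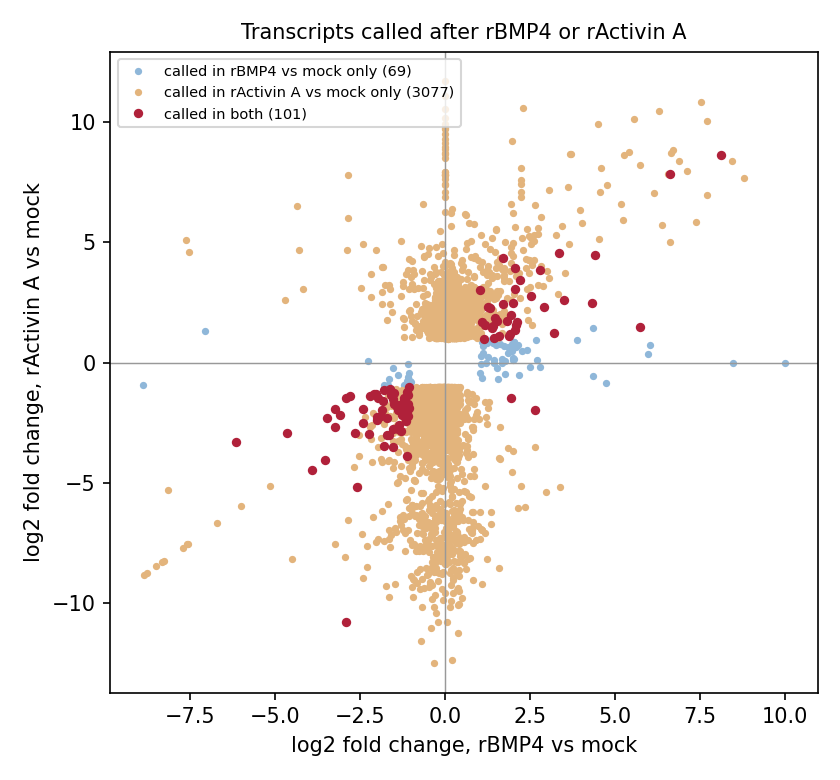
Log2 fold changes after rBMP4 (horizontal axis) and after rActivin A (vertical axis), both against mock, of transcripts called in at least 1 comparison. Blue points are the 69 called only after rBMP4, orange points the 3077 called only after rActivin A, and red points those called in both. All but 2 red points lie in the lower left and upper right of the plot.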

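The effects of the 2 ligands were compared directly, as rActivin A minus rBMP4. This contrast called 2861 transcripts, 1185 higher and 1676 lower after rActivin A (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number ranged from 1419 without rBMP4 replicate 1 to 3728 without rActivin A replicate 1. It was 1900 without rBMP4 replicate 2. How many of these calls are due to the ligands is open. In the fit of all 14 libraries, 29.1% of the calls between rActivin A and mock recurred between 0.4% DMSO and rBMP4. They recurred in the same direction, against 6.90% by chance, and 158 recurred in the opposite direction. Neither of those groups had received rActivin A. The lists of the ligands were also tested as sets in the inhibitor comparisons (limma's camera with Benjamini-Hochberg adjustment over 10 tests). The inhibitor libraries and their controls are not those compared for the ligands. For SB431542, however, the spread between replicates came from the joint fit that also made the lists, so that test is not fully separate from them. The transcripts lower after rBMP4 were also lower after SB431542, with a median log2 fold change of −0.32 and 29.5% higher (adjusted p = 9.5e-10). Those higher after rBMP4 were slightly lower after SB431542, with a median of −0.08 (adjusted p = 0.000586). Both held under fry, which estimates the correlation within the set (adjusted p = 0.0107 and 0.00714), and the shift of the higher set did not hold on counts summed per gene (adjusted p = 0.823). After DMH1, the transcripts lower after rBMP4 and after rActivin A had medians of −0.24 and −0.23 (adjusted p = 0.0328 and 0.0259), and neither held under fry. Those higher after rBMP4 had a median of −0.38, with 27.9% higher, but did not pass (adjusted p = 0.0935, and 0.766 under fry). With the replicate block their adjusted p was 0.0346. The sets of rActivin A did not pass the adjusted p after SB431542, where their medians were 0.07 and 0 (adjusted p = 0.159 and 0.698). As single transcripts, 33 calls after SB431542 were also called in the same direction after rActivin A, against 6.29 by chance, and 29 of them were lower after both (Fisher's exact test, p = 5.3e-16, over transcripts that are not independent replicates). In opposite directions 15 were called, against 5.37 by chance. DMH1 and rActivin A shared 84 calls in the same direction, against 41.5 by chance, and 56 of them were lower after both (Fisher's exact test, p = 1.2e-07), while 30 were called in opposite directions, against 39.8 by chance. The paper compares the lists of both inhibitors and of both ligands by the genes they share.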

Altogether, our findings show that the BMP and Activin/Nodal pathways largely regulate distinct sets of genes, suggesting that the effect of Activin/Nodal in dorsoventral development is likely secondary and/or indirect in *O. fusiformis*.

### The Activin/Nodal pathway does not regulate DV patterning in P. dumerilii

In annelids with unequal development, such as *C. teleta* and *C. pergamentaceus*^16,17,20^, a reduced role of the BMP signalling in DV patterning co-occurs with a compensatory and more prominent axial patterning function of the Activin/Nodal pathway. To determine whether this shift also occurs in *P. dumerilii*, we continuously treated embryos with the inhibitor SB431542 at concentrations of 10 and 20 µM from 2 hpf (Fig. 9a, b). At 72 hpf, treated larvae displayed normal morphology, with a correct DV patterning of both head and trunk (Fig. 9a). However, we noted the absence of adult eyes at 20 µM in the dorsal head region, although these larvae still formed larval eyes in what appeared a left-right symmetrical phenotype (Fig. 9a). Accordingly, the expression of the ventral head marker *nk2.1*, which expands dorsally after BMP inhibition (Fig. 6g), showed a normal expression in SB431542-treated embryos (Fig. 9b), further supporting that the DV patterning of the head is not affected after inhibiting the Activin/Nodal signalling pathway, unlike in *C. teleta*^16,17^. Interestingly, Nodal showed a left-right asymmetric expression in the 24 hpf larva of *P. dumerilii*, when it is expressed on the right side and partially depends on normal BMP signalling (Fig. 9c). Therefore, unlike *O. fusiformis* and *C. teleta*, the Activin/Nodal pathway is not required for DV patterning in *P. dumerilii*. However, as in *O. fusiformis*, it might contribute to the formation of specific dorsoventrally positioned head structures, such as the eyes. Further work is needed to determine whether this is more broadly related to a potential downstream function of Nodal in left-right development.

**Fig. 9:**
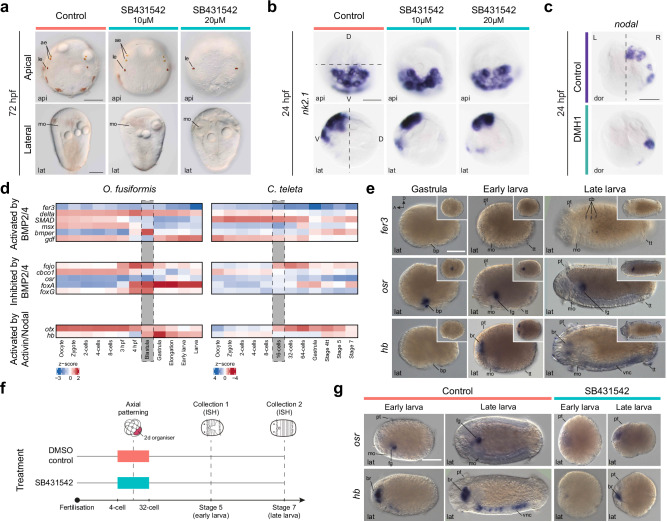
Activin/Nodal does not control dorsoventral polarity in *P. dumerilii* and uses a different downstream network in *C. teleta.* **a** Differential interference contrast images of control and SB431542 larvae at 72 hpf in *P. dumerilii*. **b** Whole mount in situ hybridisation of the ventral marker *nk2.1* in control and SB431542 24 hpf larvae of *P. dumerilii*. The dashed line marks the boundary between the dorsal (D) and ventral (V) sides. **c** Whole mount in situ hybridisation of *nodal* in control and DMH1-treated 24 hpf larvae in *P. dumerilii*. The dashed line marks the boundary between the left (L) and right (R) sides. **d** Heatmaps depicting the relative expression of differentially expressed candidate genes in *O. fusiformis* and their corresponding one-to-one orthologs in *C. teleta* during embryogenesis. **e** Whole mount in situ hybridisation of three candidate differentially expressed genes in *O. fusiformis* during the development of *C. teleta* at the gastrula, stage 5 and stage 7 larvae. Insets are ventral views. **f** Schematic diagram of the drug treatment in *C. teleta*. (**g**) Whole mount in situ hybridisation of the candidate genes *osr* (inhibited by the BMP pathway) and *hb* (activated by Activin/Nodal) in control and SB431542 stage 5 and stage 7 *C. teleta* larvae. Lateral views are with anteroventral to the left, and apical views are with dorsal to the top. For whole-mount in situ hybridisation and immunostaining, we show representatives of at least two independent experiments. Scale bars are 50 µm. an anus, api apical, bp blastopore, br brain, cb chaetoblast, dor dorsal, fg foregut, lat lateral, mo mouth, pt prototroch, tt telotroch, vnc ventral nerve cord. Source data are provided as a Source Data file.

### DV development relies on different downstream genes in O. fusiformis and C. teleta

An evolutionary transition to Activin/Nodal-mediated DV patterning might have rewired this signalling pathway to regulate axial polarity genes that were originally downstream of BMP signalling. To assess this hypothesis, we first compared the temporal expression profile of the 13 one-to-one orthologous developmental genes between *O. fusiformis* and *C. teleta*^19^ that are downregulated by DMH1 and SB431542 and upregulated by rBMP4 in *O. fusiformis*. None of them shows a pattern indicating upregulation after the organising activity of Nodal at the 16-cell stage in *C. teleta*^52^ (Fig. 9d), except for *otx* and *fojo*, which are broadly expressed in the animal pole at that time^53,54^. Considering that transcriptomic dynamics might not entirely reflect the spatiotemporal expression of these genes, we investigated the expression in *C. teleta* of three genes under different regulatory conditions in *O. fusiformis*: *fer3*, activated by BMP; *osr*, inhibited by BMP; and *hb*, activated by Nodal. Like in *O. fusiformis*, *fer3* is expressed in the chaetoblasts, *osr* marks the boundary between the foregut and the midgut, and *hb* is expressed in the developing brain and ventral nerve cord in *C. teleta* (Fig. 9e). However, inhibition of DV polarity with SB431542^17^, which also affects trunk elongation in *C. teleta* (Supplementary Table 38), restricted, but did not eliminate, the expression of *osr* and *hb* to the anterior body (Fig. 9f, g), suggesting that these are not direct downstream genes of Activin/Nodal in this annelid. Therefore, our data indicate that changes in upstream signalling specifying the DV axis rewired downstream effector genes between *O. fusiformis* and *C. teleta*.

## Discussion

Combining a multispecies approach with comparative transcriptomics, blastomere deletions, and pharmacological inhibition of the ERK, BMP, and Activin/Nodal signalling pathways, our study clearly reveals a conserved use of the ERK1/2 and BMP pathways to specify and pattern, respectively, the DV axis in distantly related annelids with equal spiral cleavage (Fig. 10a). This is similar to other spiralians like molluscs^12,13,24^, particularly the gastropod with conditional spiral cleavage *Lottia peitaihoensis*, which also uses FGFR, ERK1/2 and BMP to define the embryonic organiser and bilateral symmetry^12,24^. In contrast, the anti-neural role of the BMP pathway, as seen in vertebrates^3^ and arthropods^4^, remains unclear across spiralians. In some molluscs, BMP promotes neurogenesis^12,13^, while in others (e.g., *Crepidula fornicata*^14^) and in annelids (e.g., *C. teleta*, *Helobdella* and *P. dumerilii*), this signalling pathway acts locally to set up the DV coordinates in the neuroectoderm^15,18,50,55^. In *O. fusiformis*, the inhibition of BMP signalling disrupts nervous system patterning and downregulates the expression of neural-related genes (*elav1*, *syt1*, *six3/6*), but neuropeptidergic cells (as indicated by immunoreactivity against RYamide) remain present, altogether suggesting a possible pro-neurogenic role, as in some molluscs^12,13^. Therefore, an early role of the BMP signalling pathway in establishing the DV axis is likely ancestral to Spiralia, as in most other bilaterians^5^ (Figs. 1a, 10a). Yet, unlike in other non-spiralian lineages, this axial function occurs downstream of the FGFR-ERK1/2-mediated patterning system and is likely decoupled from a potential neurogenic role later in spiralian development.

**Fig. 10:**
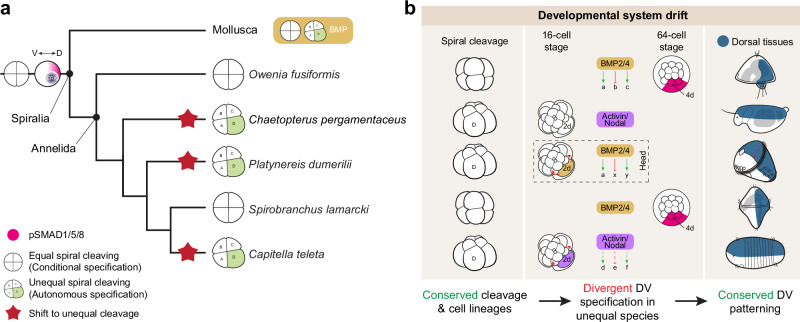
The ancestral role of BMP in Spiralia and the evolution of developmental system drift in dorsoventral patterning. **a** Evolutionary scenario for the developmental role of the BMP pathway in axial patterning in Mollusca and Annelida and its last common ancestor (assumed to be the last common ancestor to Lophotrochozoa based on current phylogenies). Given BMP’s role in DV patterning and the presence of a dorsoventral gradient of pSMAD1/5/8 in molluscs and annelids with equal spiral cleavage, an ERK1/2-BMP signalling axis defining and patterning the posterodorsal side of the embryo is likely ancestral to Spiralia and Annelida, but absent in annelid species that have transitioned to an unequal mode of spiral cleavage (red stars). **b** Schematic drawings representing the cellular and molecular specification and patterning of the dorsoventral axis in the studied annelid species. All these annelids exhibit a conserved and homologous cleavage programme, cell lineages and dorsoventral axes. However, the cells and molecular underpinnings can diverge profoundly, a phenomenon termed developmental system drift, in species that have transitioned to unequal development. While annelids with equal spiral cleavage employ ERK1/2 upstream of BMP to specify the bilateral symmetry and dorsoventral axis, respectively, species with autonomous specification of the D quadrant define the axial polarity and dorsoventral axis around the 16-cell stage, with a prominent role for the 2d blastomere, at least in *P. dumerilii* and *C. teleta*. Moreover, divergent upstream regulators trigger dorsoventral specification, with Activin/Nodal as the primary regulator in *C. pergamentaceus* and *C. teleta*, and the BMP pathway driving dorsoventral patterning mainly in the head in *P. dumerilii*. The divergence in upstream regulators is also concomitant with divergence in downstream effector genes. Drawings are not to scale. Schematics of late larval stages are oriented with anteroventral to the left.

Similarly, early axial patterning appears to be decoupled from the direct lineage contributions of the initial blastomere quadrants. In annelids, the specification of the blastomere from the D quadrant that acts as embryonic organiser has shifted from the 4d cell in equal cleavers (*O. fusiformis* and *S. lamarcki*) to the 2d blastomere in unequal cleavers (*C. teleta* and *P. dumerilii*). In *O. fusiformis*, the A–D quadrants have similar anteroventral potential at the blastula stage^8^. In addition, *bmp2/4*, which is expressed in the B quadrant, does not become radially expressed after pERK1/2 inhibition, indicating that there is no fate transition from D to B and that, therefore, 4d specification defines the quadrant identities and territories. Instead, pERK1/2 inhibition downregulates *bmp2/4* expression, preventing the activation of pSMAD1/5/8 and the patterning of the dorsoposterior side, which has contributions of both the C and the D quadrants. The lack of a dorsoventral gradient of pSMAD1/5/8 activity, thereafter, leads to the loss of dorsal and some posterior tissues in annelids (e.g., *Owenia*^8^ and *S. lamarcki*) and molluscs (e.g., *Lottia*^12^), presumably by disrupting a D-lineage specific regulation of axial growth^56^, but not of bilateral symmetry, as the 4d cell (that forms the hindgut and trunk mesoderm) marks the posterior body region. This loss of mainly dorsoposterior ectodermal derivatives mirrors the defects in the trunk in the unequal cleaving annelid *C. teleta* after the inhibition of Nodal/Activin^16^. Indeed, the striking phenotypic differences of losing the 2d organising signal between *C. teleta* and *P. dumerlii*, might relate to the little contribution of the 4d cell to trunk formation in *C. teleta*^57^ compared to its major role in other annelids and molluscs with both equal and unequal spiral cleavage^58^. Thus, disruption of the organising 2d signal results in similar dorsoventral phenotypes in the head in both *C. teleta* and *P. dumerilli*, but only in a major reduction of the trunk in *C. teleta* because, in *P. dumerilii*, 4d contributes to the anteroposterior elongation of the trunk and dorsoventral migration leading to the ventral midline formation^59^. Therefore, dorsoventral patterning does not necessarily rely on specific contributions of blastomere descendants, but once the major event of quadrant specification occurs, a whole embryonic region responds to a localised signal event that results in the correct formation of the dorsoposterior tissue.

An ancestral FGFR-ERK1/2-BMP dorsoventral patterning implies that distantly related annelids with unequal cleavage and autonomous specification of the D quadrant have independently diverged to use Activin/Nodal for DV specification or restricted BMP signalling to DV patterning in only a subset of tissues, such as the head^55^ or the local mid-line ectoderm^18,55^. Importantly, in both *C. teleta*^16,17,52^ and *P. dumerilii*, the same blastomere, the 2d cell, exerts this early axial organising role, albeit through Activin/Nodal and BMP signalling, respectively (Fig. 10b). Yet, BMP signalling seems to promote the establishment of the 1d micromere identity at the expense of the 1b micromeres in both species^55^. Given the conservation of cell lineages and fate maps across annelids and spiralians, a homologous body region (i.e., the DV tissue) is thus specified through different genetic and developmental mechanisms in annelids, a phenomenon called developmental system drift (DSD)^60,61^. DSD is widespread yet poorly understood in animals and reflects the variability of embryogenesis, gene regulatory networks, and morphogenic events^60^. Not surprisingly, DSD was previously invoked regarding DV specification among spiralians^9,16^, given the dramatically different role of BMP in DV specification between molluscs and autonomous annelids. Our study refines this scenario, indicating that DSD in DV patterning co-occurs with transitions to unequal spiral cleavage in annelids (Fig. 10b) and possibly in some molluscan lineages (e.g., *Crepidula fornicata*).

How could DSD occur, and what are its implications at the gene regulatory level? In *O. fusiformis*, Activin/Nodal influences DV axis development, a condition reminiscent of deuterostomes^62–64^, in an ERK1/2-independent manner (Fig. 10b). A transition to unequal cleavage and an autonomous specification of some axial identities through the asymmetric inheritance of maternal determinants^65^ bypasses the axial patterning role of ERK1/2, thereby eliminating the upstream regulator of the BMP signalling to specify the DV axis. This might favour the Activin/Nodal pathway gaining a more predominant role in DV patterning in some annelids, while, through yet-unknown maternal cues, repurposing BMP signalling predominantly for anterior/head neuroectodermal regionalisation in others^55^. Notably, our transcriptomic data in *O. fusiformis* and *P. dumerilii*, and comparisons with *C. teleta*, suggest that divergence in DV patterning upstream regulators likely involves significantly different effector genes, even when the cells contributing to each body region are conserved. This indicates that DSD does not rewire upstream signalling to activate a conserved downstream cascade but likely implies recruiting different networks for the specification of the DV axis (Fig. 10b). Therefore, crucial pathways involved in axial polarity can evolve more quickly than predicted, which, given the current uncertainties in the interrelationships of Spiralia^66^, calls for expanding the taxon sampling in developmental studies across and within spiralian phyla to better identify conserved and derived traits in body patterning. Altogether, our work addresses current questions about the ancestral role of the BMP signalling pathway in DV axis specification in Annelida and Spiralia, providing a conceptual framework and tractable systems to investigate the evolutionary and developmental mechanisms that generate DSD during animal embryogenesis.

## Methods

### Animal husbandry and specimen collections

Adults, embryos, and larvae of *O. fusiformis*, *P. dumerilii*, *C. teleta* and *S. lamarcki* were collected as described before^33,39,48,67,68^. Embryos of *O. fusiformis* and *P. dumerilii* used for RNA sequencing were snap-frozen in liquid nitrogen and stored at –80 °C. Embryos and larvae of *O. fusiformis*, *S. lamarcki* and *C. teleta* used for other analyses were fixed in 4% paraformaldehyde in artificial sea water (ASW), and stored in either 1x phosphate-buffered saline (PBS) with sodium azide at 4 °C or methanol at –20 °C. Embryos and larvae of *P. dumerilii* for whole-mount in situ hybridisation were fixed in 4% paraformaldehyde in PBS for one hour at room temperature and stored in methanol at –20 °C.

### Drug treatments

U0126 (Promega; Cat No.: V1121 or Merck-Sigma; Cat No.: 19–147), DMH1 (Merck-Sigma; Cat No.: D8946) and SB431542 hydrate (Merck-Sigma; Cat No.: S4317) 10 mM drug stocks were made in dimethyl sulfoxide (DMSO). Stocks of 100 μg/ml recombinant zebrafish BMP4 protein for *O. fusiformis* (R&D; Cat No.: 1128-BM), recombinant human BMP4/BMP7 heterodimer for *P. dumerilii* (R&D; Cat No.: 3727-BP), and recombinant human/mouse/rat Activin A protein (R&D; Cat No.: 338-AC) were made in 4 mM HCl + 0.1% BSA and stored at –80 °C. Working solutions of the treatments were prepared in ASW to the desired concentrations, using equivalent volumes of solvents (DMSO or 4 mM HCl + 0.1% BSA) as negative controls.

For *O. fusiformis*, we used a range of concentrations of DMH1 and SB431542, from 1 μM to 100 μM (final working concentration 20 μM and 40 μM, respectively), of rBMP4 from 75 ng/μl to 2000 ng/μl (final working concentration 1000 ng/μl), and rActivin A from 10 ng/μl to 1000 ng/μl (final working concentration 75 ng/μl). Initial windows encompassed a continuous treatment of 0.5 hpf–24 hpf, as well as shorter windows of 0.5–6 hpf and 6–24 hpf. After obtaining replicable phenotypes within the 0.5–6 hpf window, and based on pSMAD1/5/8 immunostaining, we narrowed the exposure window to 4–6 hpf for all treatments, except SB431542 (from 3 to 6 hpf) (Supplementary Fig. 2). We fixed embryos at 6 hpf to assess pSMAD1/5/8 enrichment and gene expression, or 24 hpf to evaluate morphological outcomes and gene expression. U0126 was used at 10 μM for 0.5–6 hpf or 4–6 hpf, as previously reported^8^.

For *S. lamarcki*, we used a range of concentrations of DMH1 and U0126, from 1 to 50 or 100 μM (final working concentration 10 μM and 75 μM, respectively), and rBMP4 from 100 ng/μl to 2000 ng/μl (final working concentration 1000 ng/μl). The same initial treatment windows were assessed as for *O. fusiformis*, until they were narrowed to 4–6 hpf. We compared the penetrance of the DMH1 treatment on the activation of pSMAD1/5/8 in *S. lamarcki* by using a Mantel-Haenszel chi-squared test with continuity correction (χ = 0.044, *p*-value = 0.83). For *C. teleta*, we used 40 µM DMH1 and SB431542 from 4-cell to stage 6 larvae, as reported previously^16,17^.

For *P. dumerilii*, we used DMH1 concentrations ranging from 1 to 50 μM (final working concentration 7.5 μM) and rBMP4 concentrations ranging from 100 to 2000 ng/μl (final working concentration 1500 ng/l). Initially, we exposed embryos to continuous treatment from 2 hpf and to a temporally staggered schedule, starting at 2, 4, 6, 8, 10, and 12 hpf until 72 hpf, then narrowed to 4–8 hpf for DMH1 and 2.5–12 hpf for rBMP4 once we identified the 2d cell as the source of BMP signalling. Embryos were fixed at 12 and 24 hpf to assess gene expression and at 72 hpf to evaluate morphological outcomes.

### RNA-seq profiling and differential gene expression analyses

For *O. fusiformis*, total RNA was extracted from 6 hpf blastulae right after treatments using the Monarch Total RNA Miniprep kit (New England Biolabs; Cat No.: #T2010) and used to prep strand-specific mRNA Illumina libraries that were sequenced at the Oxford Genomics Centre (University of Oxford, UK) over one lane of an Illumina NovaSeq6000 system in 2 × 150 bases mode. Adaptor and low-quality bases were removed using FastP v.0.20.1^69^. Cleaned reads were mapped to the *O. fusiformis* genome annotation^19^ using Kallisto v.0.46.2^70^. Read counts normalisation and differential gene expression analyses for each pairwise comparison between control and treatment conditions were performed with the R package DESeq2 v.1.26.0^71^. The enrichment of Gene Ontology terms in the differentially expressed genes was calculated with the TopGO R package^72^.

For *P. dumerilii*, RNA samples were collected at 8.5, 12, 18, and 24 hpf. A total of six biological batches were collected, each comprising eight samples representing the four developmental stages for DMSO- and DMH1-treated embryos and larvae. The top three batches were selected for RNA sequencing based on (i) developmental success rate, (ii) signal clarity and reproducibility in gene expression analyses, and (iii) RNA quality. RNA extraction was performed using TRIzol® reagent (Invitrogen; Cat No.: 15596026), following the manufacturer’s instructions. Strand-specific mRNA Illumina libraries were prepped and sequenced at the NGS core facility in Academia Sinica (Taiwan) over one lane of an Illumina® HiSeq 2500 System. Raw reads were quality-trimmed to remove adaptors and low-quality bases using Trimmomatic v.0.39^73^. Trimmed reads were mapped to the *Platynereis* reference genome v.0.2.1 using STAR v.2.7.11b^74^. Gene abundance was estimated with featureCounts v.2.0.1^75^. Read counts normalisation and differential gene expression analyses for each pairwise comparison between control and treatment conditions were performed with the R package DESeq2 v.1.26.0^71^, adjusting log_2_ fold changes using the shrinkage approach included in DESeq2.

### Gene isolation and gene expression analyses

For *O. fusiformis* and *C. teleta*, candidate and phenotypic marker genes were amplified using gene-specific primers and a T7 adaptor. Riboprobes were synthesised with the T7 MEGAscript kit (ThermoFisher; Cat No.: AM1334)^8^ and stored at a concentration of 50 ng/μl in hybridisation buffer at –20 °C. Whole-mount colourimetric and fluorescent in situ hybridisation in embryonic and larval stages were conducted as described elsewhere for *O. fusiformis*^33^ and *C. teleta*^67^. For *P. dumerilii*, DIG-labelled antisense RNA probes were synthesised using the DIG RNA Labelling Mix (Roche, Cat. No: 11277073910) and whole-mount colourimetric in situ hybridisation was performed as described elsewhere^48^.

### Whole-mount immunohistochemistry

Whole-mount immunohistochemistry, nuclear and F-actin staining, were conducted as described previously^8,32,33^. The primary antibodies used were mouse anti-acetylated α-tubulin (clone 6-11B-1, Merck-Sigma; Cat No.: #MABT868, 1:500), mouse anti-β-tubulin (E7, Developmental Studies Hybridoma Bank), and *P. dumerilii-*derived rabbit anti-RYamide^32,34,35^ diluted in 5% normal goat serum (NGS) in 1x PBS + 0.1% Triton X-100 (PTx) overnight. After several PTx washes, animals were incubated in the following secondary antibodies: 1:800 goat anti-mouse AlexaFluor 488 (ThermoFisher Scientific; Cat No.: A32731), 1:800 goat anti-mouse AlexaFluor 647 (ThermoFisher Scientific; Cat No.: A-21235), and 1:800 goat anti-rabbit AlexaFluor 555 (ThermoFisher Scientific; Cat No.: A32731). To detect the activation of SMAD1/5/8, the primary antibody rabbit anti-Phospho-Smad1/5 (Cell Signalling Technology; Cat No.: 9516) was used following a modified protocol used in other spiralians^23^. Briefly, wild-type, control and treated embryos stored in methanol were rehydrated gradually with 1x PBS + 0.1 % Tween-20 and permeabilised for one hour with 1x PBS + 0.2% Tween-20/0.2% Triton X-100 (PTwTx). Embryos were then blocked for one hour with 5% NGS in PTwTx and incubated overnight in 1:10 anti-pSmad1/5. After several washes with PTwTx, the embryos were incubated with 1:800 anti-rabbit AlexaFluor 555 (ThermoFisher Scientific, cat#: A-21428) plus 4′,6-diamidino-2-phenylindole (DAPI, ThermoFisher Scientific, #D3571, stock 2 mg/ml, 1:2000) as a nuclear marker overnight and stored in 70% glycerol in PBS. The same primary antibody against Phospho-Smad1/5 was used in *P. dumerilii*, producing no reliable staining. For dp-ERK1/2 staining in *S. lamarcki*, we use embryos stored in methanol at –20 °C and a 1:100 dilution of the primary antibody, mouse anti-dp-ERK1/2 (Merck-Sigma; Cat No.: #M9692), as described before^8^.

### Phenotype characterisation and classification

For *O. fusiformis*, we used morphological characters, such as the presence/absence of chaetal sacs, and gene expression to determine the loss or gain of dorsoposterior and neural tissue in the larva. For *S. lamarcki*, we used the presence/absence of the hyposphere (future trunk of the worm) and the dorsal ring of FMRFamide^+^ neurons around the gut in the episphere to determine the phenotype of the drug inhibitions. With *P. dumerilii*, morphological phenotypes were scored in 72 hpf larvae, which were anaesthetised using fresh fixative buffer and placed in a petri dish (35 mm diameter) for motion-capture imaging using an Axiocam 506 colour camera in conjunction with a Zeiss Axioskop microscope. Morphological scoring included adult eye number, body shape, and overall development.

### Imaging

Samples were mounted in 70% glycerol in 1x PBS. DIC images of the colourimetric in situ were obtained with a Leica 560 DMRA2 upright microscope equipped with an Infinity5 camera (Lumenera) or a Zeiss Axioskop microscope. Immunohistochemistry images were acquired with a Leica SP5 Laser Scanning Confocal, a Leica Stellaris 8, or a Nikon CSU-W1 Spinning Disk Confocal. Z projections were analysed with Fiji, and brightness/contrast was adjusted with Adobe Photoshop (v22.2.0). Figs were designed with Adobe Illustrator (v28.6).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data

## Data Availability

All expression data generated in this manuscript have been uploaded to SRA (project ID PRJNA1267570) and Gene Expression Omnibus (study ID GSE297936). Source Data are provided with this paper (see Source Data File and Supplementary Information). Source data are provided with this paper.

# Supplementary material for: Developmental system drift in dorsoventral patterning is linked to transitions to autonomous development in Annelida
**Source:** Nat Commun. 2026 Apr 18;17:5381. doi: 10.1038/s41467-026-71950-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Developmental system drift in dorsoventral patterning is linked to transitions to autonomous development in Annelida

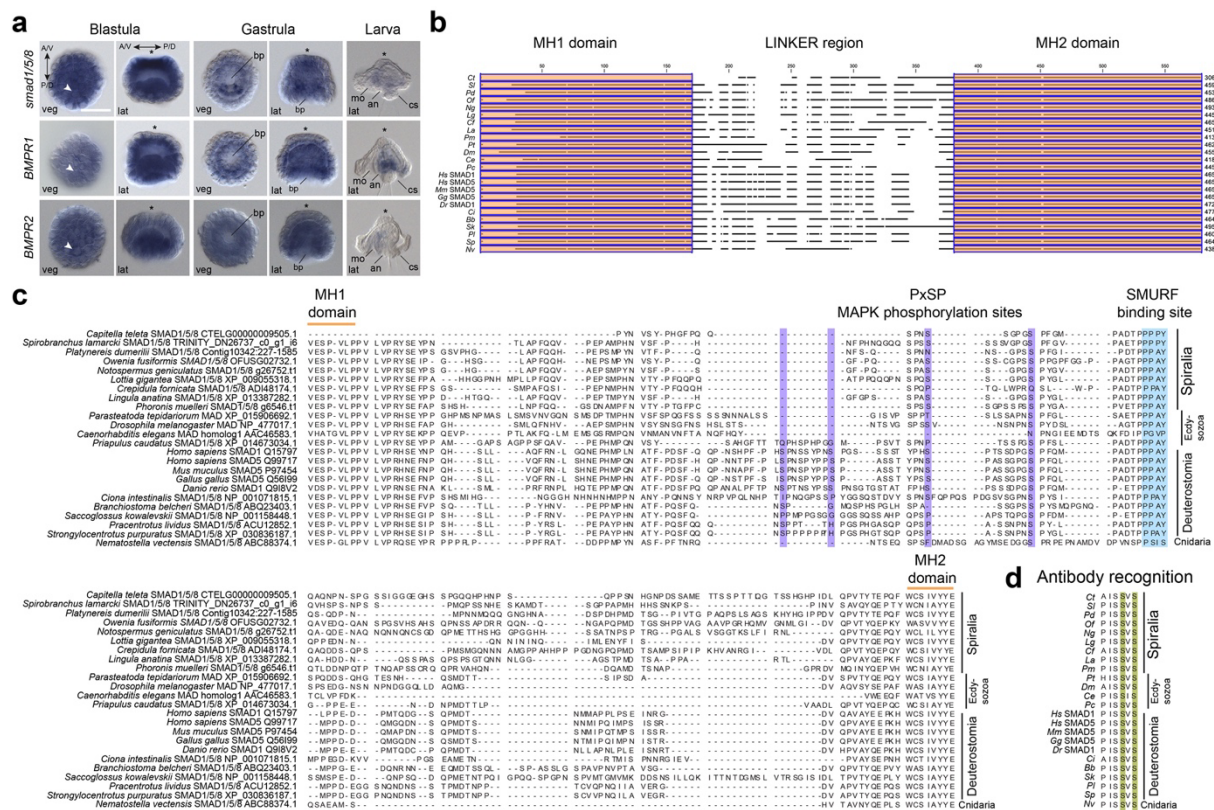

**Supplementary Fig. 1 | The BMP pathway and conservation of Smad1/5/8 in *O.***

***fusiformis*.** (a) Whole mount *in situ* hybridisation of the secondary messenger *smad1/5/8* and receptors *bmpr1* and *bmpr2* of the BMP pathway at the blastula (6 hpf), gastrula (9 hpf) and larval (24 hpf) stages in *O. fusiformis*. (b) Schematic diagram of a multiple protein alignment of the MH domains and linker region of SMAD1/5/8 across bilaterian and cnidarians highlighting the high conservation of the MH domains. (c) Multiple protein alignment in the linker region of SMAD1/5/8 showing the presumptive MAPK phosphorylation sites (highlighted in violet). Only Deuterostomes have all sites conserved. (d) Multiple protein alignment of the C-terminus of SMAD1/5/8 proteins showing the conserved residues

recognised by the pSMAD1/5/8 antibody used in this study. In (a), the arrowheads point to the 4d organiser (always to the bottom), and the asterisks mark the animal/apical pole (always to the top). Scale bars are 50  $\mu\text{m}$ . an anus, ao apical organ, bp blastopore, ch chaetae, cs chaetal sac, fg foregut, lat lateral, mo mouth, pt prototroch, veg vegetal. Source data are provided as a Source Data file.

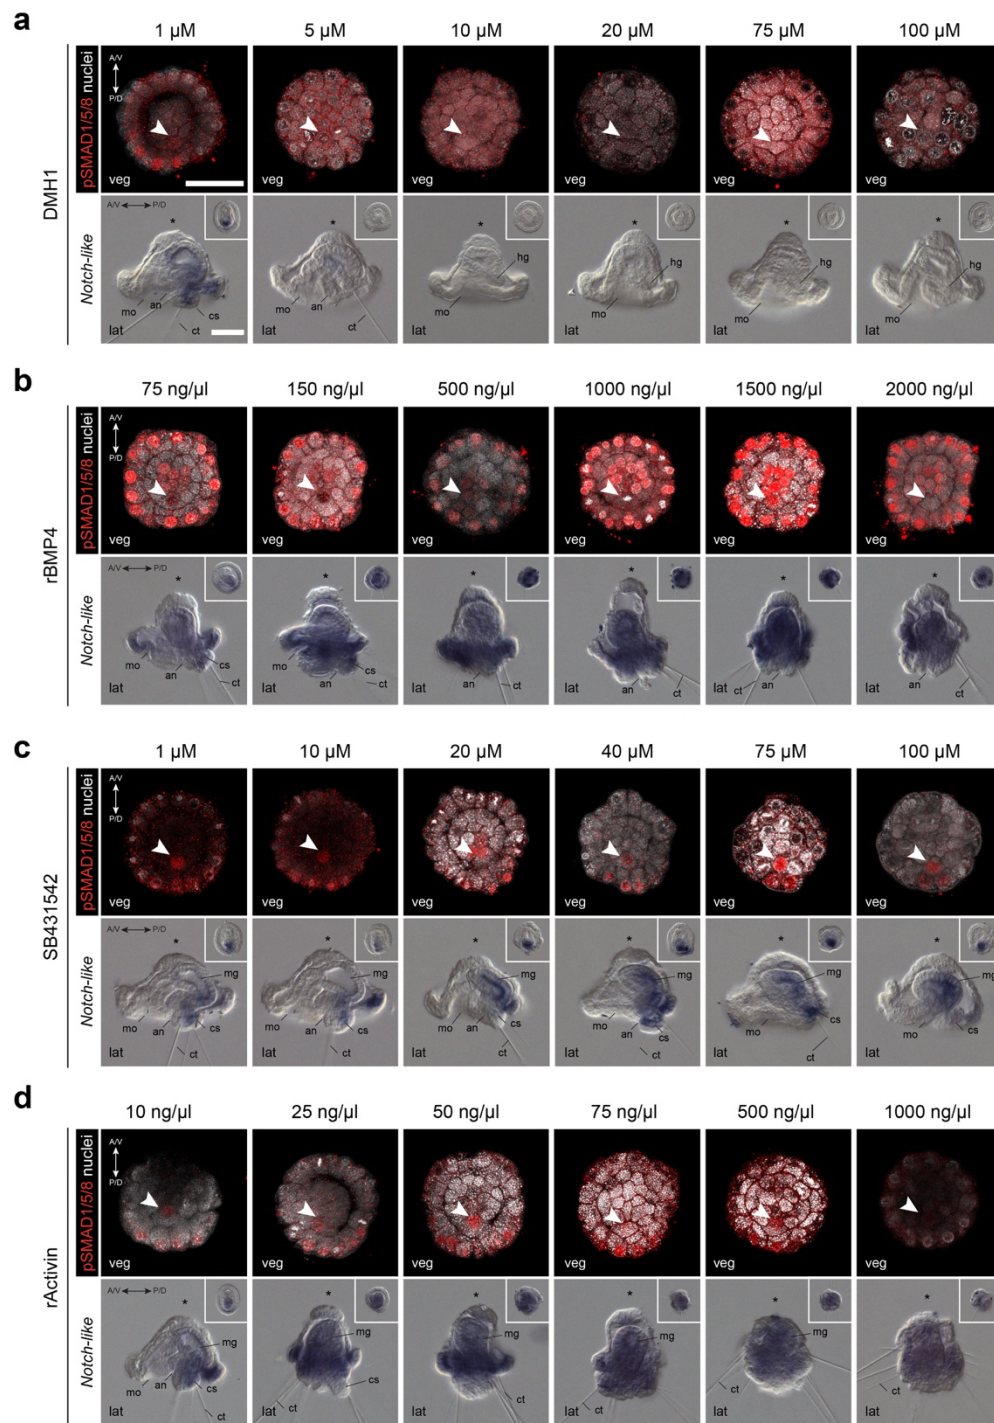

**Supplementary Fig. 2 | Dose-response treatments in *O. fusiformis*. (a–d)** Z-stack projections of embryos treated with increasing concentrations of DMH1 (**a**), rBMP4 (**b**), SB431542 (**c**), and rActivin A (**d**), fixed at 6 hpf and stained against pSMAD1/5/8 (red, counterstained with nuclei in grey; upper row), and fixed at 24 hpf and used to assess the expression of the dorsal marker gene *Notch-like* through whole mount *in situ* hybridisation

(bottom row). The minimal concentrations producing the most penetrant axial defects are 20  $\mu$ M DMH1, 1000 ng/ $\mu$ l rBMP4, 40  $\mu$ M SB431542, and 75 ng/ $\mu$ l rActivin A. In all panels, vegetal views are with the 4d cell and posterodorsal to the bottom, and lateral views are with anteroventral to the left. Asterisks indicate the animal/apical pole. Scale bars are 50  $\mu$ m. an anus, ct chaetae, cs chaetal sac, hg hindgut, lat lateral, mg midgut, mo mouth, pt prototroch, veg vegetal.

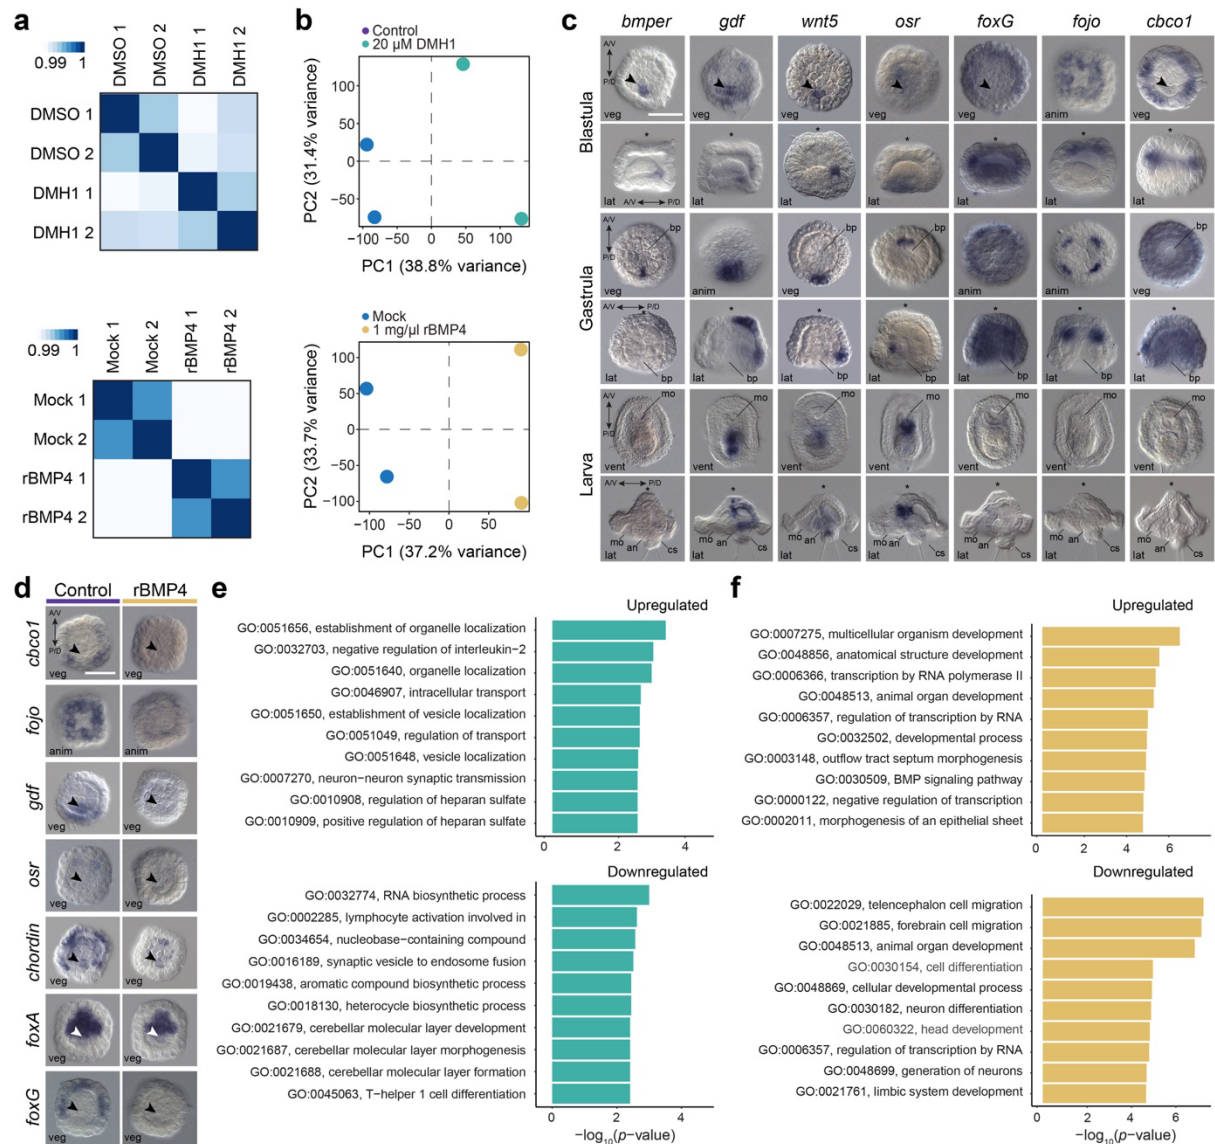

### Supplementary Fig. 3 | Differential gene expression analyses in DMH1 and rBMP4-

treated *O. fusiformis* embryos. (a) Hierarchically clustered pairwise correlation matrix

between DMH1 (top) and rBMP4 (bottom) treated and control samples. 

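The principal components of Supplementary Fig. 3b were recomputed from centred log2 CPM of the transcripts kept in each comparison, with a prior count of 2. Component 1 held 50.1% of the variance among the DMH1 and 0.2% DMSO libraries and 43.6% among the rBMP4 and mock libraries, and it separated treated from control libraries in both. In the DMH1 comparison component 2, with 30.9% of the variance, separated the 2 replicates of 0.2% DMSO, at 92.7 and −89.4, while the DMH1 libraries lay at −3.41 and 0.155. These 0.2% DMSO replicates had a Spearman correlation of 0.944, against 0.967 between the DMH1 replicates, 0.970 between the rBMP4 replicates and 0.975 between the mock replicates. With a variance-stabilising transformation, component 1 rose to 62.4% for DMH1 and 59.4% for rBMP4.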

The scale shows the

relative difference in Euclidean distance. (b) Principal component (PC) analysis plots for

DMH1 (top) and rBMP4 (bottom) transcriptomic analyses indicate that the main source of

transcriptional variability between samples is the treatment condition (PC1). (c) Whole mount

*in situ* hybridisation of selected candidate, differentially expressed genes in the rBMP4-

treated condition, at the blastula, gastrula, and larval stages. (d) Whole mount *in situ*

hybridisation validates the downregulation of candidate genes at the blastula stage (6 hpf)

after rBMP4 treatment. (e, f) Bar plots showing the top ten enriched Gene Ontology terms in differentially expressed genes after DMH1 (e) and rBMP4 treatment (f). In (c, d), the arrowheads point to the 4d organiser (in vegetal views always to the bottom), and the asterisks mark the animal/apical pole (in lateral views, always to the top). Scale bars are 50  $\mu$ m. an anus, anim animal, ao apical organ, bp blastopore, ch chaetae, cs chaetal sac, fg foregut, lat lateral, mo mouth, pt prototroch, veg vegetal. Source data are provided as a Source Data file.

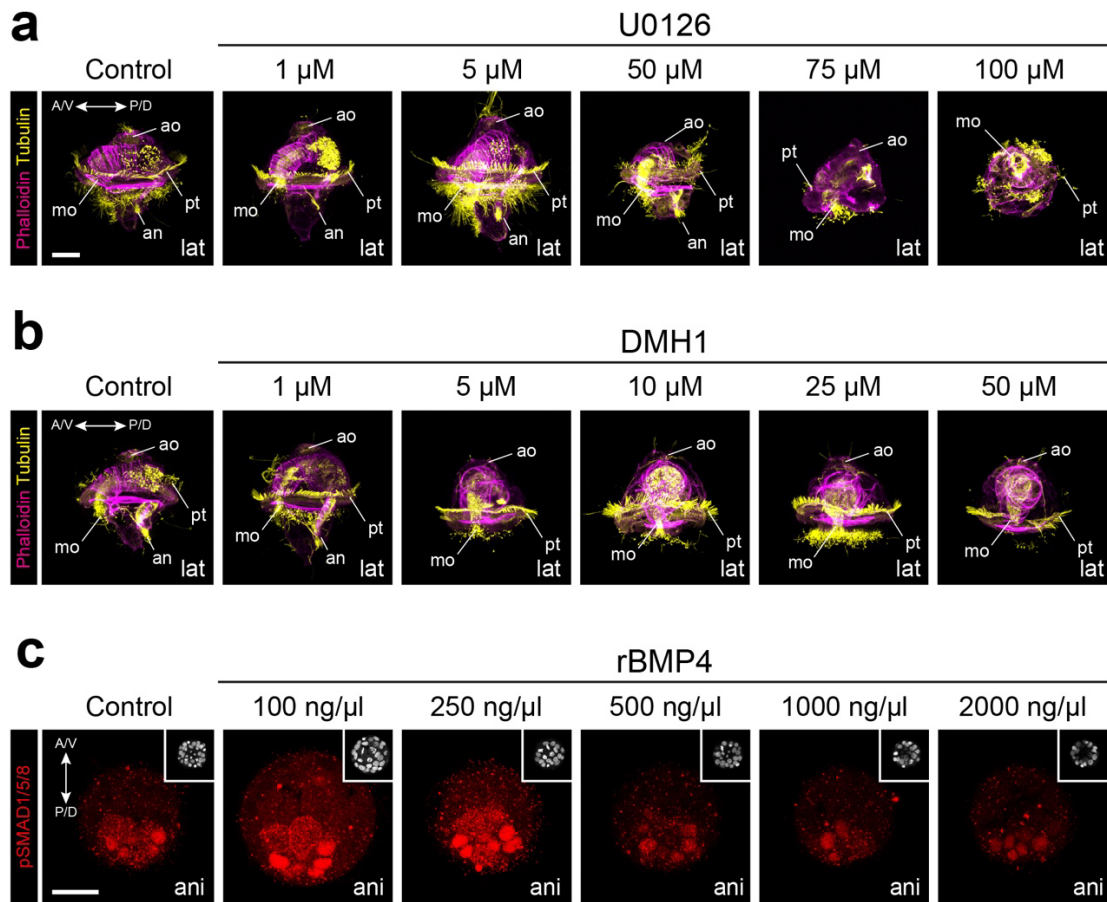

**Supplementary Fig. 4 | Dose-response drug treatments in *S. lamarcki*.** (a–c) Z-stack projections of control samples and embryos treated with increasing concentrations of U0126 (a), DMH1 (b), and rBMP4 (c), fixed at 48 hpf (a, b) and 6 hpf (c), and stained against tubulin (yellow) and filament actin (phalloidin; magenta) (a, b) or pSMAD1/5/8 (red; c). (a, b) 75  $\mu$ M U0126 and 5  $\mu$ M DMH1 are the minimal concentrations causing axial defects. (c) Unlike in *O. fusiformis*, treatment with rBMP4 does not induce ectopic and ubiquitous activation of pSMAD1/5/8 in *S. lamarcki*. Insets in (c) are nuclear (DAPI) staining. Lateral views are with anteroventral to the left, and animal views are with posterodorsal to the bottom. Scale bars are 50  $\mu$ m. an anus, ani animal, ao apical organ, lat lateral, mo mouth, pt prototroch.

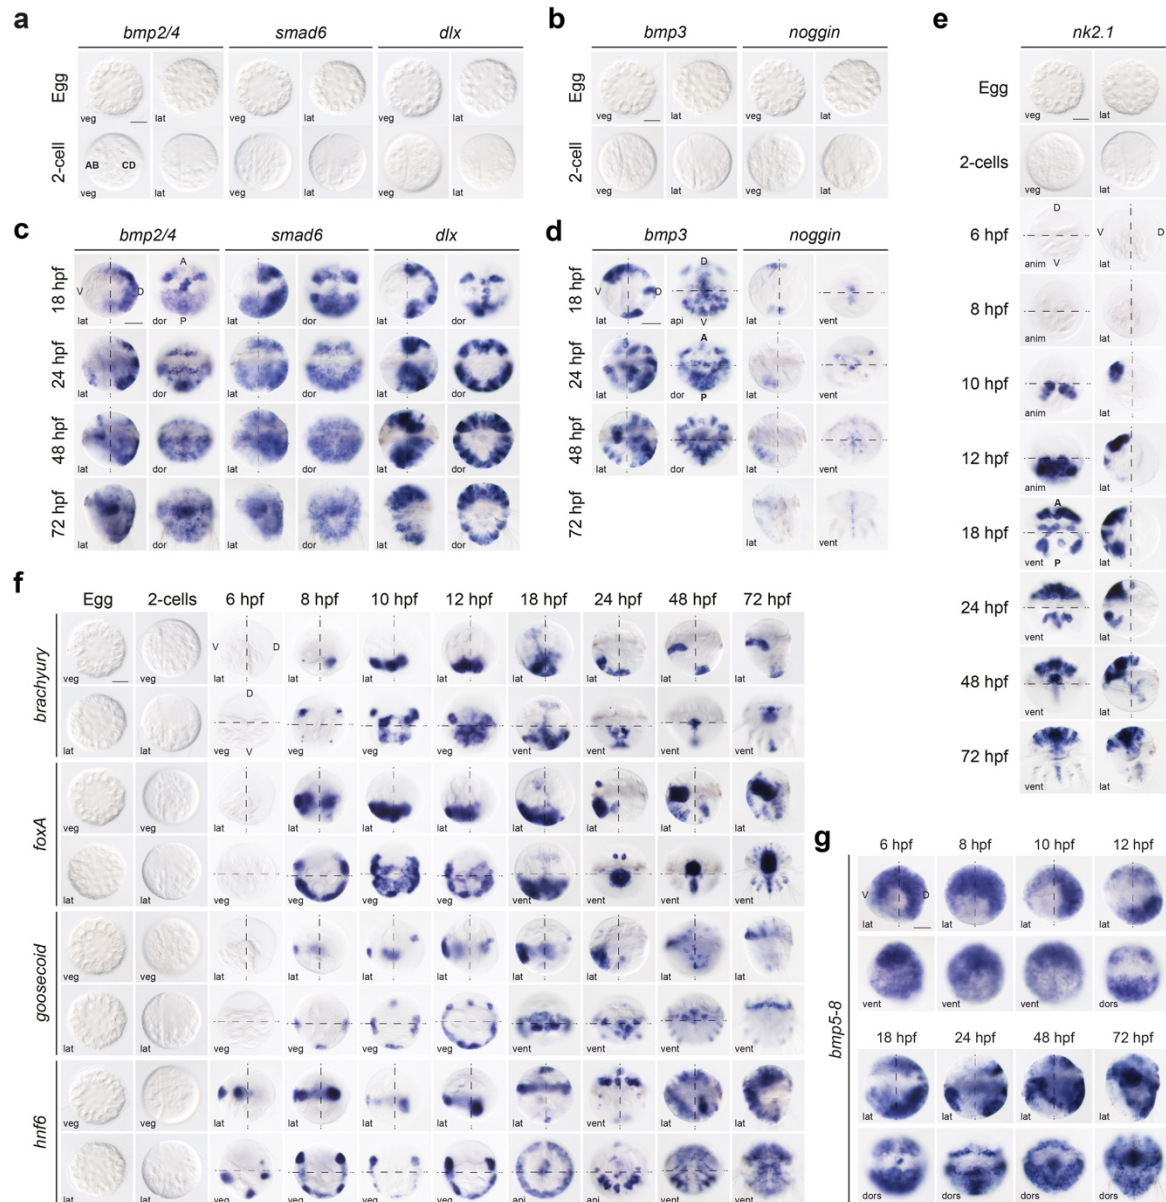

**Supplementary Fig. 5 | Expression of dorsoventral marker genes in *P. dumerilii*. (a–e)**

Whole mount *in situ* hybridisation of dorsoventral markers at selected embryonic and larval stages. (f, g) Whole mount *in situ* hybridisation of *brachyury*, *foxA*, *goosecoid*, *hnf6*, and *bmp5-8* at selected embryonic and larval stages. In lateral views, ventral is to the left, and in animal/vegetal views, ventral is to the bottom. Dotted lines separate the dorsal and ventral hemispheres. anim animal, D dorsal, dors dorsal, veg vegetal, vent ventral, lat lateral, V ventral.

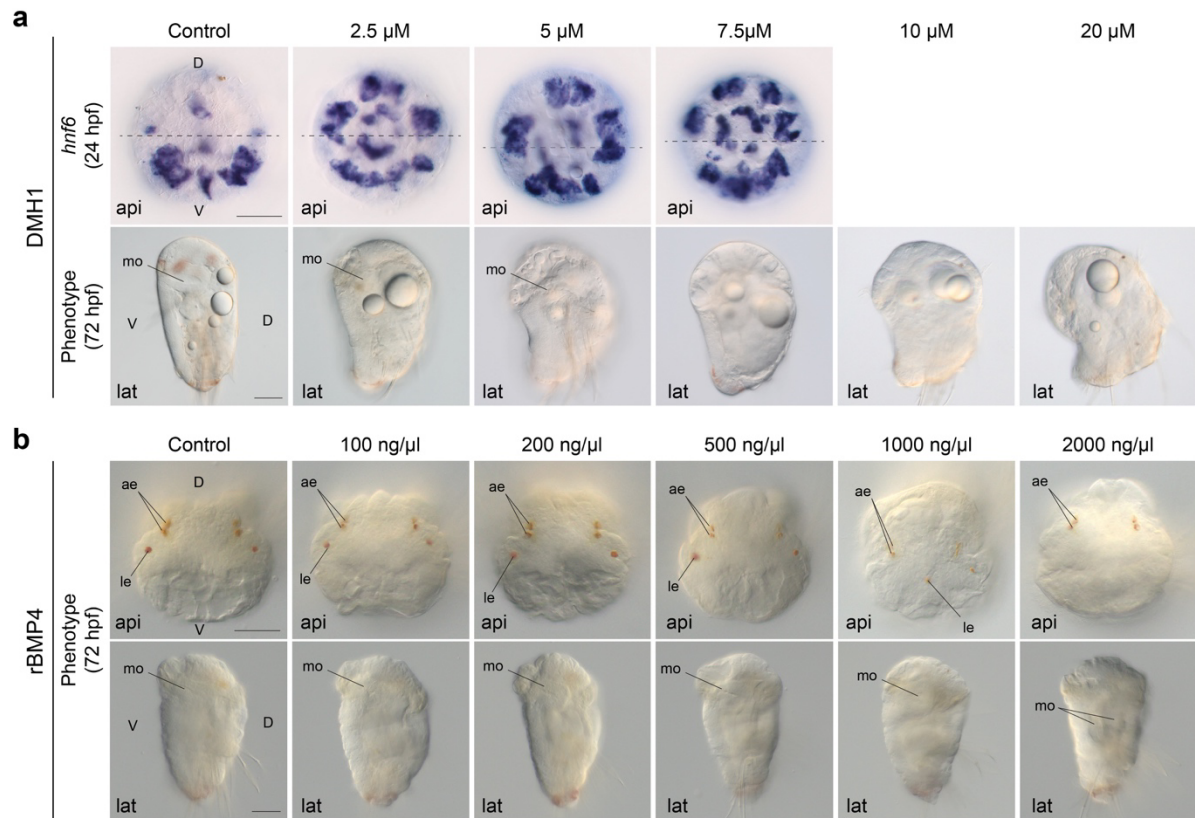

**Supplementary Fig. 6 | Dose-response drug treatments in *P. dumerilii*.** (a) Dose-response phenotypes after increasing DMH1 concentrations, showing the dorsoventral head patterning in 24 hpf larvae (top row), as revealed by whole mount in situ hybridisation of the ventral marker *hnf6*, and overall morphology of 72 hpf (bottom row). (b) Phenotypic characterisation of increasing concentrations of rBMP4 in 72 hpf *P. dumerilii* larvae. For DMH1 and rBMP4, 7.5  $\mu$ M and 2000 ng/ $\mu$ l are the minimum concentrations producing a penetrant dorsoventral phenotype. In lateral views, ventral is to the left, and in apical views, ventral is to the bottom. Dotted lines separate the dorsal and ventral hemispheres. ae adult eyes, api apical, D dorsal, lat lateral, le larval eyes, mo mouth, V ventral.

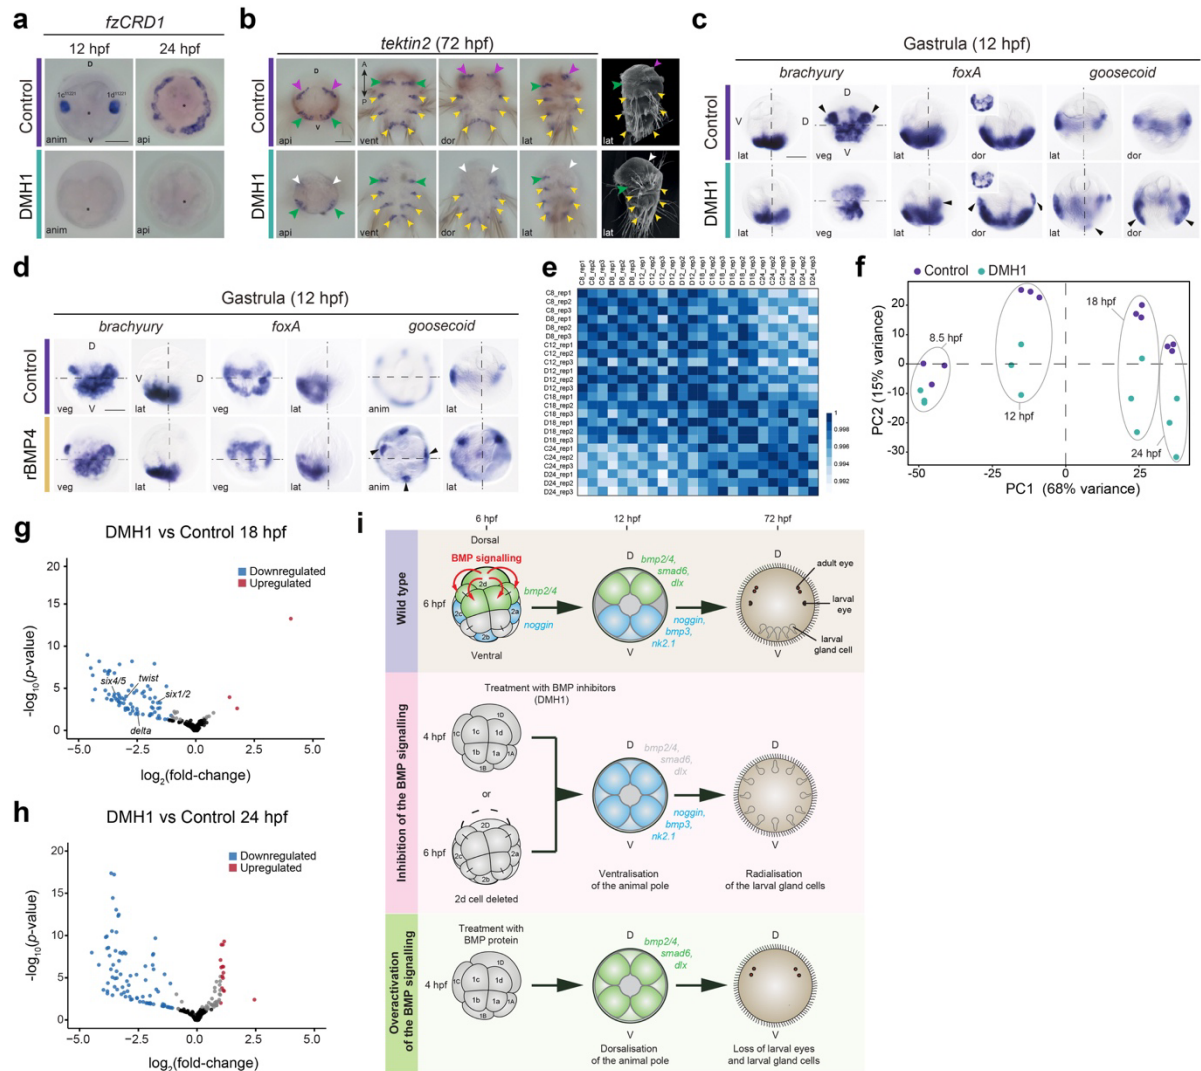

**Supplementary Fig. 7 | The role of BMP in dorsoventral axis specification in *Platynereis*.**

(a) Whole mount *in situ* hybridisation of nephroblast ( $1c^{11221}$  &  $1d^{11221}$ )/headkidney marker *fzCRD1* in control and DMH1-treated 12 and 24 hpf larvae. (b) Whole mount *in situ* hybridisation of the ciliary marker *tektin-2* and scanning electron microscopy images of control and DMH1-treated 72 hpf larvae. Ciliary bands like the dorsoanterior akrotrach (present/red, absent/white), the metatroch (green), and the paratrochs (yellow) are indicated by arrows. (c–d) Whole mount *in situ* hybridisation of *brachyury*, *foxA* and *goosecoid* in control and DMH1 (c) and rBMP4-treated (d) gastrula. (e) Hierarchically clustered pairwise correlation matrix between DMH1-treated and control samples. The scale shows the relative difference in Euclidean distance. (f) Principal component (PC) analysis plot for DMH1-

treated vs control RNA-seq analyses. **(g, h)** Volcano plots depicting differentially expressed genes in 18 and 24 hpf larvae after DMH1 treatment from 4 to 8 hpf. **(i)** Diagram of the role of BMP signalling in wild type, rBMP4- and DMH1-treated, and 2d cell-ablated embryos, depicting the effects on dorsoventral marker gene expression at the gastrula stage (12 hpf), and the effects on morphology at 72 hpf larva. In lateral views, ventral is to the left, and in animal/apical/vegetal views, ventral is to the bottom. In dorsoventral views, anterior is to the top. Dotted lines separate the dorsal and ventral hemispheres. anim animal, api apical, D dorsal, dor dorsal, lat lateral, veg vegetal, V ventral. Drawings are not scale. Source data are provided as a Source Data file.

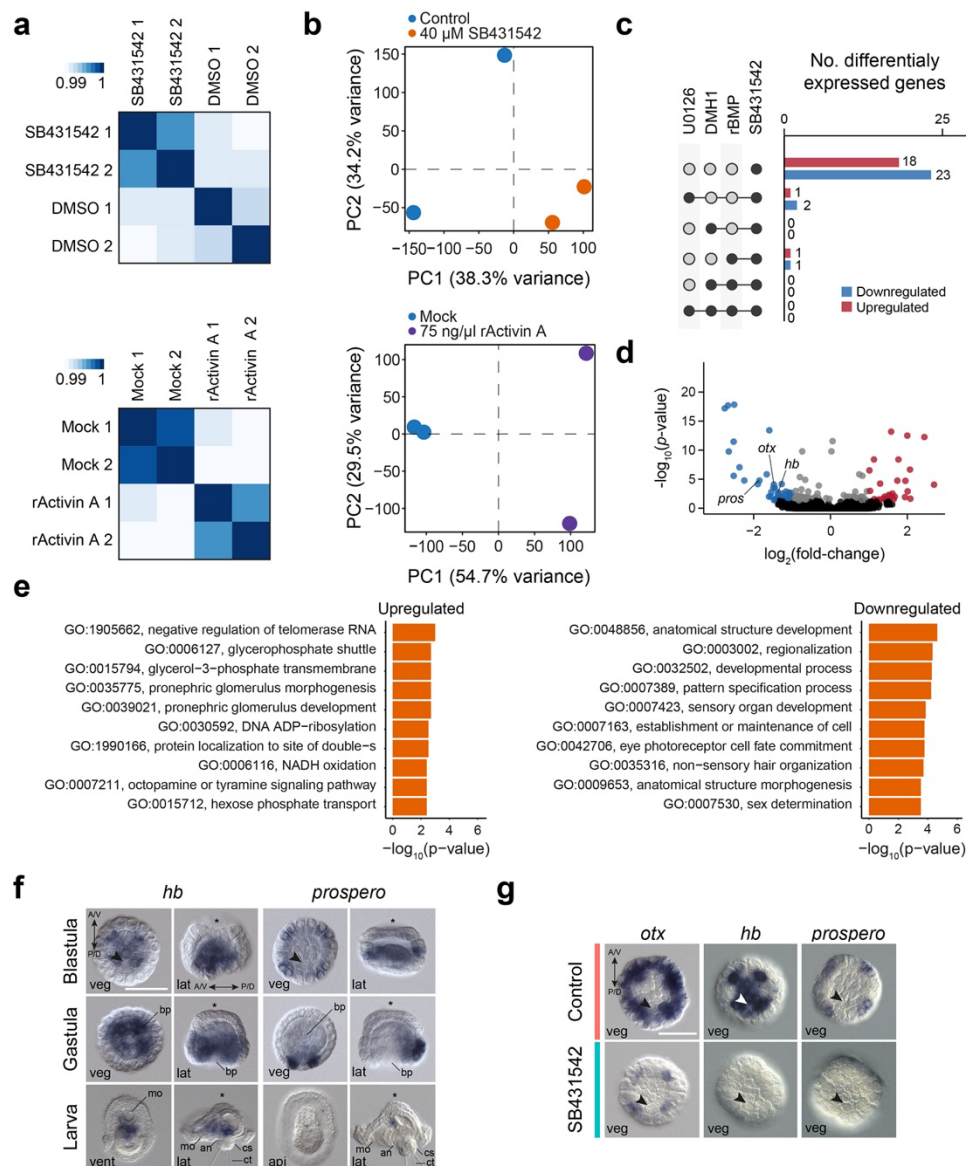

**Supplementary Fig. 8 | The gene regulatory network downstream of Activin/Nodal**

**pathway in *O. fusiformis*.** (a) Hierarchically clustered pairwise correlation matrix between SB431542 (top) and rActivin A (down) treated and control samples. 

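For SB431542 and 0.4% DMSO, component 1 of centred log2 CPM held 41.7% of the variance, and for rActivin A and mock 65.1%. Treated and control libraries lay apart on component 1 in both comparisons. The scores of the 0.4% DMSO libraries were −18.2 and −67.6 and those of the SB431542 libraries 49.9 and 35.9, and the gap between the nearest libraries of the 2 groups was 46.0% of the range of scores. Those of the mock libraries were −88.7 and −92.3 and those of the rActivin A libraries 48.2 and 133. The mean Spearman correlation between SB431542 and 0.4% DMSO libraries was 0.960 and that between rActivin A and mock libraries 0.905. Replicates correlated at 0.964 in 0.4% DMSO and 0.930 in rActivin A. After scaling to unit variance, the shares of component 1 were 40.0% and 60.7%, and the gap for SB431542 narrowed to 20.5% of the range of scores. This gap was 57.5% with a variance-stabilising transformation, 74.9% on counts summed per gene and 47.9% without a filter on low counts.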

The scale shows the relative difference in Euclidean distance. (b) Principal component (PC) analysis plots for SB431542 (top) and rActivin (bottom) transcriptomic analyses indicate that the main source of transcriptional variability between samples is the treatment condition (PC1). (c) Bar plots indicating the number of differentially expressed genes in different treatments. Full circles connected with a line indicated shared differentially expressed genes. (d) Volcano plot

depicting differentially expressed genes after SB431542 treatment in 6 hpf blastulae. (e) Bar plots showing the top ten enriched Gene Ontology terms in differentially expressed genes after SB431542. (f, g) Complete mount *in situ* hybridisation of selected candidate differentially expressed genes in SB431542-treated embryos at the blastula, gastrula, and larval stages. In (f, g), the arrowheads point to the 4d organiser, and the asterisks mark the animal/apical pole. Lateral views are with anteroventral to the left, and apical views are with dorsal to the top. Scale bars are 50  $\mu$ m. an anus, bp blastopore, ch chatae, cs chaetal sac, lat lateral, mo mouth, pt prototroch, veg vegetal. Source data are provided as a Source Data file.

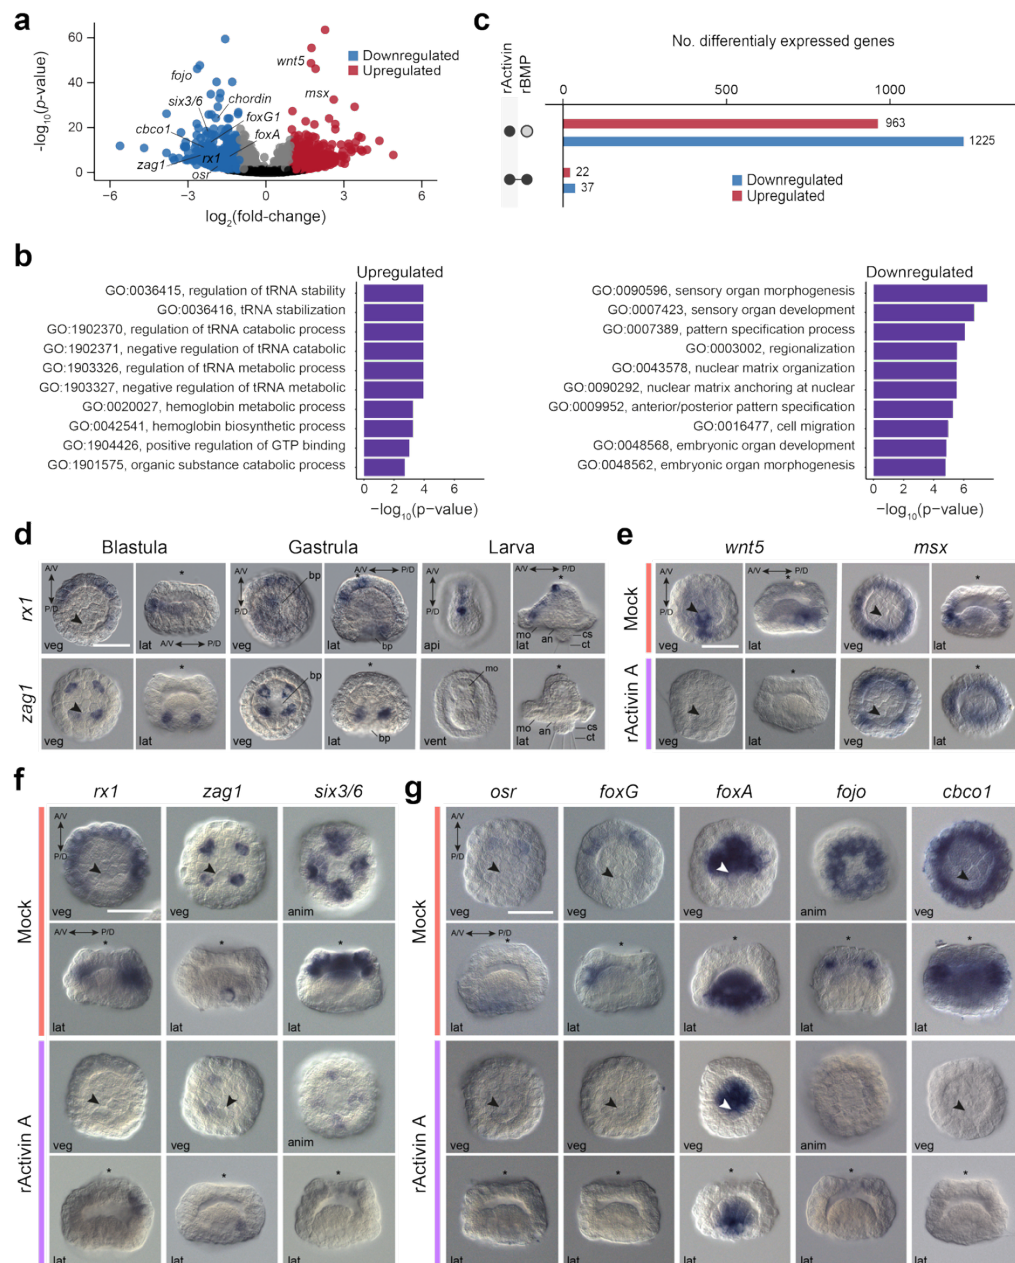

**Supplementary Fig. 9 | Differential gene expression analyses in recombinant Activin A-treated *O. fusiformis* embryos.** (a) Volcano plot depicting differentially expressed genes after rActivin A treatment in 6 hpf blastulae. (b) Bar plots showing the top ten enriched Gene Ontology terms in differentially expressed genes after rActivin A treatment. (c) Bar plots indicating the number of differentially expressed genes in different treatments. Full circles connected with a line indicated shared differentially expressed genes. (d) Whole mount *in situ* hybridisation of selected candidate differentially expressed genes after rActivin A treatment in wild type embryos at blastula, gastrula, and larval stages. (e–f) Whole mount *in situ* hybridisation of selected candidate differentially expressed genes after rActivin A treatment in wild type embryos at blastula, gastrula, and larval stages.

*situ* hybridisation of candidate genes downregulated only in recombinant Activin A-treated blastula (e), upregulated in rBMP4 and rActivin A-treated blastula (f), and downregulated in rBMP4 and rActivin A-treated blastula. In (b–f), the arrowheads point to the 4d organiser, and the asterisks mark the animal/apical pole. Lateral views are with anteroventral to the left, and apical views are with dorsal to the top. Scale bars are 50  $\mu$ m. an anus, anim animal, bp blastopore, ch chatae, cs chaetal sac, lat lateral, mo mouth, veg vegetal. Source data are provided as a Source Data file.

**Supplementary Tables 1. Scoring of pSMAD1/5/8 immunoreactivity in blastula (6 hpf) of *O. fusiformis* embryos after U0126, DMH1, SB-431542, rBMP4 and rActivin A treatments.**

**Supplementary Table 2. Scoring of *chordin* and *bmp2/4* expression in larvae of *O. fusiformis* after U0126 treatment.**

**Supplementary Table 3. Dose-response of treatments on the effect of pSMAD1/5/8 in blastula (6hpf) of *O. fusiformis*.**

**Supplementary Table 4. Scoring of morphological phenotypes in larvae of *O. fusiformis* after DMH1, SB431542, rBMP4 and rActivin A treatments.**

**Supplementary Table 5. Dose-response of treatments on the effect of *Notch-like* expression in *O. fusiformis* larvae.**

**Supplementary Table 6. Scoring of morphological phenotypes in *O. fusiformis* larvae after different treatment windows with DMH1, SB431542, rBMP4 and rActivin A.**

**Supplementary Table 7. Scoring of *cdx* and *gsc* expression in larvae of *O. fusiformis* after different treatment windows with DMH1, SB431542, rBMP4 and rActivin A.**

**Supplementary Table 8. Scoring of *Notch-like* and *BAMBI* expression in *O. fusiformis* larvae after DMH1, SB-431542, rBMP4 and rActivin A treatment.**

**Supplementary Table 9. Number of differentially expressed genes in the blastula (6 hpf) of *O. fusiformis* after DMH1, SB431542, rBMP4 and rActivin A treatments.**

**Supplementary Table 10. Differentially upregulated genes in the blastula (6 hpf) of *O. fusiformis* after DMH1 treatment.**

**Supplementary Table 11. Differentially downregulated genes in the blastula (6 hpf) of *O. fusiformis* after DMH1 treatment.**

# Supplementary Table 12. Differentially upregulated genes in the blastula (6 hpf) of *O.*

## *fusiformis* after rBMP4 treatment.

**Supplementary Table 13. Differentially downregulated genes in the blastula (6 hpf) of *O. fusiformis* after rBMP4 treatment.**

**Supplementary Table 14. Scoring of the expression of candidate genes at the blastula stage of *O. fusiformis* after DMH1 treatment.**

**Supplementary Table 15. Scoring of the expression of candidate genes at the blastula stage of *O. fusiformis* after rBMP4 and rActivin A treatment.**

**Supplementary Table 16. Scoring of *syt1*, *elav1* and *six3/6* expression in larvae of *O. fusiformis* after DMH1, SB431542, rBMP4 and rActivin A treatment.**

**Supplementary Table 17. Scoring of RYamide-like immunoreactivity in larvae of *O. fusiformis* after DMH1, SB431542, rBMP4 and rActivin A treatment.**

**Supplementary Table 18. Scoring of dp-ERK1/2 immunoreactivity in blastulae of *S. lamarcki* treated with U0126 and DMH1.**

**Supplementary Table 19. Scoring of pSMAD1/5/8 immunoreactivity in blastulae of *S. lamarcki* treated with U0126 and DMH1.**

**Supplementary Table 20. Scoring of dp-ERK1/2 immunoreactivity in blastulae of *S. lamarcki* treated with DMH1.**

**Supplementary Table 21. Scoring of morphological phenotypes in larvae of *S. lamarcki* after U0126, DMH1 and rBMP4 treatments.**

**Supplementary Table 22. Scoring of pSMAD1/5/8 immunoreactivity in blastulae of *S. lamarcki* treated with rBMP4.**

**Supplementary Table 23. Dose-response of DMH1 and rBMP treatments on the morphology of 72 hpf *P. dumerilii* larvae.**

**Supplementary Table 24. Differentially downregulated genes in 8.5 hpf embryos of *P. dumerilii* after DMH1 treatment.**

## Supplementary Table 25. Differentially upregulated genes in 8.5 hpf embryos of *P.*

*dumerilii* after DMH1 treatment.

## Supplementary Table 26. Differentially downregulated genes in 12 hpf embryos of *P.*

*dumerilii* after DMH1 treatment.

## Supplementary Table 27. Differentially upregulated genes in 12 hpf embryos of *P.*

*dumerilii* after DMH1 treatment.

**Supplementary Table 28. Differentially downregulated genes in 18 hpf embryos of *P. dumerilii* after DMH1 treatment.**

## Supplementary Table 29. Differentially upregulated genes in 18 hpf embryos of *P.*

### *dumerilii* after DMH1 treatment.

## Supplementary Table 30. Differentially downregulated genes in 24 hpf embryos of *P.*

### *dumerilii* after DMH1 treatment.

**Supplementary Table 31. Differentially upregulated genes in 24 hpf embryos of *P. dumerilii* after DMH1 treatment.**

**Supplementary Table 32. Scoring of morphological phenotypes after blastomere ablations in *P. dumerilii*.**

**Supplementary Table 33. Differentially upregulated genes in the blastula (6 hpf) of *O. fusiformis* after SB431542 treatment.**

**Supplementary Table 34. Differentially downregulated genes in the blastula (6 hpf) of *O. fusiformis* after SB431542 treatment.**

**Supplementary Table 35.** Scoring of the expression of candidate genes at the blastula stage of *O. fusiformis* after SB431542 treatment.

**Supplementary Table 36.** Differentially upregulated genes in the blastula (6 hpf) of *O. fusiformis* after rActivin A treatment.

## Supplementary Table 37. Differentially downregulated genes in the blastula (6 hpf) of *O.*

*pusiformis* after rActivin A treatment.

**Supplementary Table 38.** Scoring of morphological phenotypes of stage 5 and 7 larvae of C.

teleta treated with SB431542.

# Supplementary material for: Developmental system drift in dorsoventral patterning is linked to transitions to autonomous development in Annelida
**Source:** Nat Commun. 2026 Apr 18;17:5381. doi: 10.1038/s41467-026-71950-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No custom code was utilised, we followed standard DESeq2 differential expression analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data analysis   | For <i>Owenia fusiformis</i> , Adapter and low-quality bases were removed using FastP v.0.20.1. Cleaned reads were mapped to the <i>O. fusiformis</i> genome annotation using Kallisto v.0.46.2. Read counts normalisation and differential gene expression analyses for each pairwise comparison between control and treatment conditions were performed with the R package DESeq2 v.1.26.0. The enrichment of Gene Ontology terms in the differentially expressed genes was calculated with the TopGO R package. For <i>Platynereis dumerilii</i> , Raw reads were quality-trimmed to remove adapters and low-quality bases using Trimmomatic v.0.39. Trimmed reads were mapped to the <i>Platynereis</i> reference genome v.0.2.1 using STAR v.2.7.11b, and gene abundance was estimated with featureCounts v.2.0.1. Read counts normalisation and differential gene expression analyses for each pairwise comparison between control and treatment conditions were performed with the R package DESeq2 v.1.26.0, adjusting log2 fold changes with the shrinkage approach included in DESeq2. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All expression data generated in this manuscript has been uploaded to SRA (project ID PRJNA1267570) and Gene Expression Omnibus (study ID GSE297936).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

For bulk RNA-seq a minimum of 300 individuals were snap-frozen. For statistical analyses, most treatments were done in replicates (n=3), with each replicate having >100 individuals.

### Data exclusions

No data exclusions

### Replication

Two and three replicates were used for bulk RNA-seq of *Owenia fusiformis* and *Platynereis dumerilii* embryos, respectively. Statistical analyses were done with three replicates per treatment.

### Randomization

Embryos from a mix females were pooled and randomly assigned to the different treatments.

### Blinding

Blinding was not necessary, most scoring was done as present/absence.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

mouse anti-acetylated  $\alpha$ -tubulin (clone 6-11B-1, Merck-Sigma; Cat No.: #MABT868, 1:500), mouse anti- $\beta$ -tubulin (E7, Developmental Studies Hybridoma Bank), rabbit anti-Phospho-Smad1/5 (Cell Signaling Technology; Cat No.: 9516), mouse anti-dp-ERK1/2 (Merck-Sigma; Cat No.: #M9692), P. dumerilii-derived rabbit anti-RYamide, goat anti-mouse AlexaFluor 488 (ThermoFisher Scientific; Cat No.: A32731), goat anti-mouse AlexaFluor 647 (ThermoFisher Scientific; Cat No.: A-21235), and goat anti-rabbit AlexaFluor 555 (ThermoFisher Scientific; Cat No.: A32731).

Validation

Antibodies were only validated with immunofluorescence or colourimetric detection in whole organisms.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Capitella teleta  
Platynereis dumerilii

Wild animals

Owenia fusiformis  
Spirobranchus lamarcki

Reporting on sex

n/a

Field-collected samples

Owenia fusiformis and Spirobranchus lamarcki were collected and transported to sea tables or CT incubators with artificial sea water, and kept there for the duration of the experiments.

Ethics oversight

No ethical approval was needed.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

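Bulk RNA-seq libraries of *O. fusiformis* blastulae at 6 hpf were analysed, 14 in all, with 2 replicates in each of 7 conditions. The conditions were 0.2% DMSO, 20 µM DMH1, mock treatment, rBMP4, rActivin A, 0.4% DMSO and 40 µM SB431542. Samples were assigned to conditions and replicates from the labels of the deposited samples and the methods of the paper. The deposited sample labels name the inhibitor SB435421, while the deposited treatment protocol and the paper name SB431542, and these samples were taken to be treated with SB431542. SB431542 and 0.4% DMSO were applied from 3 to 6 hpf and the other treatments from 4 to 6 hpf.

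The authors extracted total RNA, prepared strand-specific mRNA libraries, sequenced them in paired-end mode over a single lane, trimmed the reads with FastP and assigned them to the transcripts of the *O. fusiformis* annotation with Kallisto. The deposited values used here are the estimated counts per transcript that Kallisto gave the authors, without normalization and with 1 library per file. Kallisto divides a read that fits several isoforms between them, so a transcript of a gene with several isoforms is less certain than the gene as a whole. The strand setting of the counting is not given in the sources used here. The authors also deposited TPM values, which are scaled for transcript length and to the same total in every library, and these were not used in any test. The paper names DESeq2 for its own comparisons and states no minimum fold change in its text. The files of DMH1 list 31978 transcripts and those of the other conditions 31979, and the 31977 shared transcripts from 27040 genes were kept. The transcripts left out held at most 0.00365% of the counts of a library.

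The estimated counts of a library summed to between 9416790 in rActivin A replicate 2 and 59916462 in DMH1 replicate 1. The 10 most abundant transcripts took between 4.80% and 5.82% of the counts of each library. Between 1.25% and 3.46% of the transcripts with a count in at least 1 replicate of a condition had equal rounded counts in both, so no 2 replicates hold the same counts. With 2 replicates per condition, an exact permutation test of a single comparison cannot reach 0.05, and single comparisons were tested here with model fits across transcripts.

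Estimated counts were rounded to whole numbers. Transcripts with low counts were removed with filterByExpr of edgeR (version 4.0.16, in R version 4.3.3), library sizes were adjusted with TMM, and the quasi-likelihood test of edgeR was applied with Benjamini-Hochberg adjustment over all transcripts tested. The 4 libraries of DMH1 and 0.2% DMSO formed a fit with 2 residual degrees of freedom. The 10 libraries of mock, rBMP4, rActivin A, 0.4% DMSO and SB431542 formed a joint fit of 5 groups with 5 residual degrees of freedom. Transcripts were called at an adjusted p below 0.05 and a log2 fold change of at least 0.5 in either direction for DMH1 and 1 for the others. The contrast of rActivin A against rBMP4 came from the joint fit, and the difference between the effects of SB431542 and DMH1 from a fit of all 14 libraries. CPM values are counts scaled to the library size after TMM, and SDs are over 2 replicates. Set tests used camera of limma (version 3.58.1) with a preset correlation of 0.01, beside fry. Principal components were computed on centred log2 CPM with a prior count of 2. A fold change against a group without counts is a lower bound against a floor of 3 counts over the group, which covers counting error only.

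Genes and transcripts were named by a rule. It took the 6 BMP pathway genes whose identifiers the Source Data of Fig. 1d pairs with names, and per comparison the 2 higher and 2 lower called transcripts with the largest fold changes and no overlap between replicates of treatment and control. It also took identifiers that the paper's tables list as changed alike after DMH1 and rBMP4 or after SB431542 and rBMP4, and genes with isoforms listed in opposite directions after DMH1. The values of these in the paper's tables had been seen when the rule was written. Of the transcript identifiers, 0 matched the RefSeq gene table used here, so other genes are given by identifier only.

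The comparisons, their designs, the naming rule and the alternatives were set before the data were examined, except for the fits of 12 libraries, the contrasts between control groups and most tests of explanations. The alternatives were DESeq2 (version 1.42.0) with and without shrunken fold changes, its size factors in edgeR, no filter on low counts, counts summed per gene, fits of all 14 or of only 4 libraries, the replicate number as a block, thinning to the smallest library, other fold-change minimums, and leaving out in turn each library of the groups compared. The fits of 12 libraries, all except DMH1, were chosen after seeing the data. On simulated counts with 200 transcripts changed 4-fold, all drawn from those above a minimum mean count, edgeR recovered 69.0% for DMH1 with 20 false calls. It recovered 81.0% for rBMP4 with 5 false calls. DESeq2 recovered 79.5% with 90 false calls and 91.5% with 51 false calls. For SB431542 and rActivin A, DESeq2 recovered 92.0% with 57 false calls and 90.5% with 39 false calls.

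Gene Ontology enrichment, in situ hybridisation and the libraries of other treatments, stages and species in the paper were not analysed here.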

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

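The contrasts between control groups and the tests of explanations in this part (other libraries' contrasts, sums per gene, equal depth and correlations between libraries) were chosen after the results were seen, while the contrast of SB431542 and DMH1 and its refits were planned.

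The change after SB431542 differed from the change after DMH1 for 477 of 24859 transcripts in the fit of all 14 libraries, a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 1022. The number depended on single libraries. It fell to 80 without SB431542 replicate 1, to 93 without 0.4% DMSO replicate 2, to 129 and 127 without DMH1 replicates 1 and 2 and to 148 without SB431542 replicate 2, and it rose to 819 without 0.2% DMSO replicate 1. Reads split between isoforms of a gene are argued against as the whole cause, since 920 genes differed on counts summed per gene. Of the 477 transcripts, 315 were also called between DMH1 and 0.2% DMSO, 31 between SB431542 and 0.4% DMSO and 135 in neither. A difference between the DMH1 and 0.2% DMSO libraries beyond the inhibitor cannot be told apart from an effect of DMH1 that SB431542 lacks, because DMH1 has no other control. The biological explanation that the inhibitors act on different pathways was not tested.

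The control groups differed from each other, which the paper does not report on. In the fit of all 14 libraries with a minimum log2 fold change of 1, mock-treated embryos differed from those in 0.4% DMSO by 3543 transcripts (1924 higher, 1619 lower) and from those in 0.2% DMSO by 2264 (1324 higher, 940 lower). The 2 DMSO groups differed by 1215 (519 higher and 696 lower in 0.2% DMSO). In the same fit rBMP4 differed from mock by 119 transcripts and SB431542 from 0.4% DMSO by 40. DESeq2 called 3905, 2624 and 1622 between the control groups. A difference in depth is argued against as the whole cause for mock, since 2640 and 1623 transcripts were still called at equal depth. For the 2 DMSO groups the number fell from 1215 to 713 at equal depth, so depth stays open as part of the cause there. Isoforms sharing reads are argued against by 3872, 2727 and 1615 genes on counts summed per gene.

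For the vehicle or the start of the treatment, calls between mock and 0.4% DMSO were looked up between rActivin A, also without DMSO, and 0.2% DMSO. Of these calls, 10.6% recurred in the same direction (376 transcripts, against 3.93% by chance) and 222 recurred in the opposite direction. Since rActivin A changes transcripts itself, this decides nothing. Different pools of embryos or library preparations stay open as well. Mock and 0.4% DMSO libraries had a mean Spearman correlation of 0.914, mock and 0.2% DMSO libraries 0.927 and 0.2% and 0.4% DMSO libraries 0.930. Between treated groups and their own controls it was 0.966 for rBMP4 and mock and 0.960 for SB431542 and 0.4% DMSO. It was 0.933 for DMH1 and 0.2% DMSO and 0.905 for rActivin A and mock, so control groups were not less alike throughout. The paper states that embryos of several females were pooled and assigned at random, and its text names no collection day or pool for a library. The start of treatment is the same for mock and 0.2% DMSO and is no cause of their difference. Vehicle and pool cannot be told apart there, nor vehicle, start and pool where 0.4% DMSO is compared, because each control group has its own vehicle or dose and the labels give no pool. A response of the embryos to DMSO was not tested apart from these.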

How the results depend on the processing

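The fits of 12 libraries were chosen after the results were seen, and the other alternatives in this part were planned.

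The direction of every comparison's named BMP pathway genes that were called (*bmp2/4* and *chordin* after rBMP4 and rActivin A) stayed the same with an adjusted p below 0.05 under all 11 alternatives run for each. Treated and control libraries lay apart on component 1 under all 4 alternatives of each comparison. Libraries were left out among those of the groups compared. The cause of the changes given here was not tested unless named.

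For DMH1, 627 calls became 3025 with DESeq2, 2830 with its shrunken fold changes, 2393 on counts summed per gene, 2947 in a fit of all 14 libraries, 1102 after thinning and 363 with a minimum of 1. Leaving out a library gave from 0 to 3216 calls. It was 0 without DMH1 replicate 1 (2806 at an unadjusted p below 0.05, smallest adjusted p 0.182) and without DMH1 replicate 2 (2770, smallest adjusted p 0.0630), 2717 without 0.2% DMSO replicate 2 and 3216 without 0.2% DMSO replicate 1. Without a DMH1 replicate, the spread is estimated from the 0.2% DMSO replicates alone. Other filters and size factors kept it between 627 and 936.

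For rBMP4, 170 calls became 269 with DESeq2, 304 on sums per gene, 298 in a fit of its own 4 libraries and 108 with edgeR on 12 libraries. Leaving out any of the 4 mock and rBMP4 libraries lowered them, to between 95 and 108, while leaving out rActivin A replicate 1 or 2 raised them to 237 and 232. For SB431542, 86 calls became 196 with DESeq2, 148 with shrunken fold changes, 40 in a fit of all 14 libraries, 130 without a fold-change minimum and 37 with edgeR on 12 libraries. They were 56 to 65 with any of its own 4 libraries left out. For rActivin A, 3178 calls became 6856 without a minimum and 5688 with a minimum of 0.5, and ranged from 1705 without mock replicate 2 over 2037 without mock replicate 1 to 4111 without rActivin A replicate 1. For rActivin A against rBMP4, 2861 calls became 6449 without a minimum and ranged from 1419 to 3728 with a library left out. For SB431542 against DMH1, 477 calls became 1022 with DESeq2, 920 on sums per gene and 935 without a minimum, and ranged from 80 to 819.

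The single transcript shared in the same direction by DMH1 and SB431542 became 23 with DESeq2, 2 without a filter on low counts, 10 on sums per gene and 2 without a minimum, and ranged from 0 to 33 with a library left out. The single transcript called in opposite directions after DMH1 and rBMP4 became 22 with DESeq2, 2 without a filter, 13 on sums per gene, 2 without a minimum and 2 with a minimum of 0.5 in both, and ranged from 0 to 28. The 99 shared by rBMP4 and rActivin A became 163 on sums per gene, 196 without a minimum and 180 with a minimum of 0.5 in both, and ranged from 55 to 129.

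The adjusted p of the set lower after rBMP4, tested in DMH1, became 0.572 under fry and 0.247 on sums per gene, from 0.0328, and that of the set lower after rActivin A became 0.426 and 0.192, from 0.0259. The set higher after rBMP4 became 0.823 in SB431542 on sums per gene, from 0.000586. The other set tests stayed on their side of 0.05 under fry and on sums per gene.

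Component 1 moved to 62.4%, 59.4%, 48.2% and 74.5% for DMH1, rBMP4, SB431542 and rActivin A with a variance-stabilising transformation and to 57.0%, 54.6%, 48.9% and 72.8% on sums per gene. It moved to 38.4% for rBMP4 after scaling to unit variance and to 59.3% for rActivin A without a filter on low counts.

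Log2 fold changes of single transcripts turned over on counts summed per gene, where the other isoforms of the gene join the sum. After DMH1, those of OFUSG13111.2, OFUSG22879.1 and OFUSG13298.1 became −0.21, 0.60 and 0.21. After rBMP4, those of OFUSG03002.2 and OFUSG26959.3 became 0.75 and −0.19. After SB431542, those of OFUSG07415.1 and OFUSG16920.1 became −0.24 and −0.13, and after rActivin A that of OFUSG09314.2 became 0.29. Of the called genes with several transcripts, 57.7%, 71.0%, 45.2% and 44.7% were also called on the sum over the gene, for DMH1, rBMP4, SB431542 and rActivin A.

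Replicate numbers carry no pairing here. Deviations of same-numbered libraries from their group means correlated between −0.00707 and 0.0472 across transcripts over the 4 comparisons. With the replicate block, the fit of DMH1 made 0 calls (5018 at an unadjusted p below 0.05, smallest adjusted p 0.129, against 3025 calls with DESeq2 without a block). It then shared 0 transcripts with SB431542 and 0 in opposite directions with rBMP4. With the block, the set higher after rBMP4 had an adjusted p of 0.0346 in DMH1, from 0.0935. The block moved no other number of calls by over 1.5 times, with 136 for rBMP4, 62 for SB431542 and 2873 for rActivin A.

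The smallest library, rActivin A replicate 2, sets the depth to which every fit was thinned, that of DMH1 included. Thinning every library to this depth gave 2804 calls for rActivin A, 155 for rBMP4 and 72 for SB431542.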

Differences from the paper's values

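The fits of 12 libraries named here were chosen after the values were seen, and the other alternatives were set before the data were examined.

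The libraries behind the paper's DMH1 values and those analysed here are not the same set as far as its tables show, since the best weighted sum of these 4 libraries missed their base means by a median of 19.2%. After DMH1, 289 transcripts were called higher and 338 lower, while the paper reports 12 and 19. None of the 14 alternatives came within 1.5 times of the paper's numbers in either direction. After SB431542, 63 transcripts were called lower, while the paper reports 41. Within 1.5 times of the paper's number were a fit of all 14 libraries (28), a fit of the 4 libraries alone (42), the replicate block (49), thinning (55) and each of its own 4 libraries left out (44 to 51), and the other 7 alternatives were not.

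In the same direction, DMH1 and SB431542 shared 1 transcript, while the paper's tables share 0. The number was 0 with the replicate block and without either DMH1 replicate, where DMH1 had no calls to share, and it was not 0 under the other 12 alternatives. The lists of rBMP4 and rActivin A shared 99 transcripts in the same direction, while the paper's tables share 60. Within 1.5 times of that number were the replicate block (82) and the fits without mock replicate 1 (62), mock replicate 2 (66), rBMP4 replicate 1 (60) and rBMP4 replicate 2 (55), and the other 9 alternatives were not.

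Some fold changes in the paper's tables are matched only by DESeq2's shrunken log2 fold changes, so shrunken values are given beside each value below. The fold changes listed below were matched by neither the edgeR nor the shrunken values. OFUSG24245.1 had no count after SB431542, so its fold change is a lower bound, at least 39.5-fold lower. Its edgeR estimate of −8.83 and shrunken value of −2.56 depend on how zeros are treated, and the paper's value is −1.07. For OFUSG26269.1 the shrunken value was −2.24 after SB431542 (edgeR −2.38) and −3.06 after rBMP4 (edgeR −3.22), and the paper's values are −1.47 and −2.15. For OFUSG26959.3 it was −0.16 after DMH1 (edgeR −0.22) and 4.61 after rBMP4 (edgeR 6.01), and the paper's values are 0.65 and 3.49. For OFUSG13298.1 after DMH1 it was −2.19 (edgeR −2.45), and the paper's value is −0.76. For OFUSG13298.2 after DMH1 it was 1.49 (edgeR 2.52), and the paper's value is 0.59. None of the alternatives brought any of these 7 values within the standard error of the paper's tables. For *bmp2/4* and *chordin* after rBMP4 and rActivin A, the values lie within that error.

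The paper states that more genes changed after rBMP4 than after DMH1, whereas more transcripts were called here after DMH1. There were 627 calls after DMH1 and 170 after rBMP4. The order held under the alternatives run for both, except with the replicate block, where edgeR made no DMH1 call and the order is left open. Without either DMH1 replicate the order is left open, as the spread came from the 0.2% DMSO replicates alone. The limit given above, that the libraries are not the same set, applies to this contrast too. Of the 31 transcripts in the paper's DMH1 tables, 23 changed in the paper's direction here, 5 were called in it and 1 was called in the opposite direction. Of the 121 in its rBMP4 tables, all 121 changed in the paper's direction and 98 were called. For SB431542 these numbers were 68 of 68 and 44, and for rActivin A 2284 of the 2284 tested and 2144. DESeq2 on 12 libraries with shrunken fold changes called 114, 59 and 2160 of the paper's 121, 68 and 2293 transcripts.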

Other observations

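All tests of explanations in this part were chosen after the results were seen, apart from sums per gene, thinning, the comparison of rActivin A with 0.4% DMSO and the fits without single libraries.

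The 2 replicates of 0.2% DMSO differed on the transcripts that the paper lists as lower after DMH1. Of these 19, 11 (57.9%) were over 2-fold higher in replicate 1 and 0 in replicate 2, while 5.70% of all transcripts tested were over 2-fold higher in replicate 1. In the other conditions, 0 to 2 of the 19 differed over 2-fold between replicates. Their median log2 CPM was 5.98 in replicate 1 and 4.75 in replicate 2, against 4.58 and 4.41 after DMH1, 5.66 and 5.73 in 0.4% DMSO, and 6.69 and 6.67 in mock. OFUSG04687.1, chosen after its values were seen, had 55.9 and 0.934 CPM in 0.2% DMSO and 2.20 and 1.81 CPM after DMH1. Sampling noise between replicates is argued against, since of 10000 random lists 0 reached 11. These were matched on expression and, as the list was chosen for a fall after DMH1, on the fall from replicate 1 to DMH1 (median log2 fall 0.98, against 1.09 in the list), and the highest reached 8. Labels exchanged between a 0.2% DMSO and a DMH1 library are argued against, since the higher of the 2 DMH1 libraries lay at 4.58. A collection of replicate 2 at the 32-cell stage is argued against by *chordin*. Its ratio of replicate 2 to replicate 1 was 0.836, and the paper's own 32-cell to blastula ratio is 0.163. A library from the deposited DMH1 pair is argued against, since replicate 2 correlated with the DMH1 libraries at 0.931 at most (Spearman), replicate 1 at up to 0.934 and the DMH1 libraries with each other at 0.967. A DMH1-treated library of other embryos cannot be told apart from an untreated library, as the replicates of 0.2% DMSO correlated at 0.944 and no list of DMH1 responses independent of these libraries was at hand. A small difference in the timing of the onset of BMP signalling was not tested.

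The numbers shared with DMH1 followed these 2 libraries. Without replicate 2 of 0.2% DMSO, DMH1 gave 2717 calls. Of those lower, 31 were also lower after SB431542 (4.00 by chance), 27 were higher after rBMP4 (5.84 by chance) and 22 were lower after rBMP4 (4.95 by chance). Without replicate 1, DMH1 gave 3216 calls and these numbers were 2, 4 and 4 (4.66, 6.80 and 5.76 by chance). Of the 19 transcripts that the paper lists as lower after DMH1, 14 were lower with all 4 libraries (median log2 fold change −0.48, 3 called lower). Without replicate 2, 15 were lower (median −1.12, 13 called), and without replicate 1, 6 were (median 0.44, 3 called). Neither replicate can be preferred from these values.

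The transcripts that the paper lists as lower after DMH1 were also lower after SB431542 as a set. The SB431542 and 0.4% DMSO libraries are not in the DMH1 comparison here, but whether the paper's list was made without them is not shown. Of the 19, 13 were lower, with a median log2 fold change of −0.34 (mean −0.06). The adjusted p over 6 set tests was 2.7e-07 with camera and 0.00544 with fry. With any of the 4 SB431542 and 0.4% DMSO libraries left out, 13 or 14 were lower and the median lay between −0.53 and −0.34. After rBMP4, 13 of the 19 were higher, with a median of 0.22 (adjusted p = 2.5e-06 with camera and 0.00544 with fry). After rActivin A, 11 were higher, with a median of 0.12 (0.111 with camera and 0.00544 with fry). The 12 transcripts that the paper lists as higher after DMH1 passed fry but not camera after rBMP4 (6 higher and 6 lower, median 0.04, adjusted p 0.0161 and 0.211) and rActivin A (7 higher and 5 lower, median 0.56, 0.0279 and 0.284), and passed neither after SB431542 (0.933 and 0.912). A general fall of transcripts of this expression level is argued against, since 0 of the random lists had a median as low. A hypothesis is that the inhibitors lower some of the same transcripts without a call on each, which these data could not separate from the selection of the list by the paper.

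After rBMP4 and SB431542, 10 transcripts were called higher after the first and lower after the second, against 0.247 by chance (Fisher's exact test, p = 5.7e-14, over transcripts that are not independent replicates). In the same direction 9 were called, 8 of them lower after both (Fisher's exact test, p = 3.5e-11), against 0.300 by chance, so the overlap is not purely opposite. OFUSG05354.1 changed by 3.21 on the log2 scale after rBMP4 and by −2.48 after SB431542, and OFUSG24119.1 by 2.64 and −1.46, and both were chosen after their values were seen. The number was 17 with DESeq2, 9 with the replicate block, 6 without mock replicate 2 or rBMP4 replicate 1, 8 or 9 without another library of these comparisons and 2 in the fit of all 14 libraries. Reads split between isoforms of a gene are argued against, since 13 genes were found on counts summed per gene. In the 2 libraries of 0.2% DMSO, 7 of the 10 transcripts differed over 2-fold. The paper's tables list 1 of the 10 as higher after rBMP4, 3 as lower after SB431542 and 0 as both. No biological explanation was tested.

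The number of transcripts that differed between rActivin A and mock, 2978 in the fit of all 14 libraries, stood far above that between rBMP4 and mock. The low depth of rActivin A replicate 2 is argued against, since 3271 transcripts were called without it in the joint fit. The values are consistent with rActivin A and mock embryos or libraries differing in more than the ligand. Of the calls, 29.1% recurred in the same direction between 0.4% DMSO and rBMP4, a contrast of other libraries, against 6.90% by chance, and 158 recurred in the opposite direction. Between 0.2% DMSO and rBMP4, 19.6% recurred, against 4.07% by chance. Against each of the 3 control groups, rActivin A differed in the same direction for 595 transcripts (241 higher, 354 lower), 20.0% of the calls against mock. Of these, 47 were also called after rBMP4 in the same direction, 27.6% of the 170 rBMP4 calls of the joint fit and 7.90% of the 595, and 0 in the opposite direction. How many of the remaining calls are a response to the ligand stays open.

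More of the rBMP4 calls were shared with rActivin A than chance gives. The shared mock libraries are argued against as the cause, since 93 of the rBMP4 calls recurred in the same direction between rActivin A and 0.4% DMSO, a control that rBMP4 does not share. In the fit of all 14 libraries, 52.1% of the rBMP4 calls did so, against 5.34% by chance. Transcripts that vary between any 2 groups of libraries are argued against, since 5 recurred in the opposite direction. Between 0.4% DMSO and 0.2% DMSO, of the rBMP4 calls in the fit of all 14 libraries 3 recurred in the same direction and 5 in the opposite one. A hypothesis left by these tests is that the 2 ligands act on a set of transcripts in common.

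The number of transcripts that differed between DMH1 and 0.2% DMSO was weighed against 3 explanations. The greater depth of the DMH1 libraries is argued against, since 1102 transcripts were called after thinning. Isoforms counted differently under the other transcript list of the DMH1 files are argued against, since 2393 genes were called on sums per gene. That DMH1 and 0.2% DMSO embryos or libraries differ in more than the inhibitor cannot be told apart from the effect of DMH1. In the same fit with a minimum of 1, the 2 DMSO groups differed by 1215 transcripts, DMH1 from 0.2% DMSO by 1249 and DMH1 from 0.4% DMSO by 1546.

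Of the 170 rBMP4 calls, 72 are not in the paper's tables. The median difference between the 0.2% DMSO replicates was 0.93 on the log2 scale for these and 0.41 for the 98 listed. The spread of the 0.2% DMSO replicates entering a joint fit is argued against as the whole cause, since 51 of the 72 were still called when these libraries joined (68 with 10 libraries), with shrunken fold changes. Of the 98 listed, 97 were called with 10 libraries and 97 with 12.

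The base means in the paper's tables, the average normalised counts per transcript, were compared with the libraries analysed here. For the paper's DMH1 tables, the best weighted sum of the 4 libraries of DMH1 and 0.2% DMSO missed the 31 base means by a median of 19.2%, with a weight of 26.6% on 0.2% DMSO replicate 1 and 0 on replicate 2. The log2 ratio of base mean to the mean of these libraries ranged from −0.37 to 3.07. The 4 libraries are therefore argued against as the only source of these tables. For the paper's rBMP4, SB431542 and rActivin A tables, weights on all 14 libraries came within 5% of 90.7% of 2062 base means. The DMH1 libraries took 0.804%, against an even share of 14.3% for a pair of libraries, and the 0.2% DMSO libraries took 26.6%. This argues against all 14 libraries as the source. It is consistent with the 12 libraries other than DMH1 and 2 further libraries, since the lowest log2 ratio to the mean of the 12 was −0.22, where 2 further libraries without counts would put it. Which libraries these could be was not tested.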
